# SIGIRR Downregulation and Interleukin-1 Signaling Intrinsic to Renal Cell Carcinoma

**DOI:** 10.3389/fonc.2022.894413

**Published:** 2022-06-22

**Authors:** Maria Elena Mantione, Ilenia Sana, Maria Giovanna Vilia, Michela Riba, Claudio Doglioni, Alessandro Larcher, Umberto Capitanio, Marta Muzio

**Keywords:** SIGIRR, renal cell carcinoma, PDL1, interleukin-1, NFKBIZ, inflammation

## Abstract

Renal cell carcinoma is highly inflamed, and tumor cells are embedded into a microenvironment enriched with IL1. While inflammatory pathways are well characterized in the immune system, less is known about these same pathways in epithelial cells; it is unclear if and how innate immune signals directly impact on cancer cells, and if we could we manipulate these for therapeutic purposes. To address these questions, we first focused on the inflammatory receptors belonging to the IL1- and Toll-like receptor family including negative regulators in a small cohort of 12 clear cell RCC (ccRCC) patients’ samples as compared to their coupled adjacent normal tissues. Our data demonstrated that renal epithelial cancer cells showed a specific and distinctive pattern of inflammatory receptor expression marked by a consistent downregulation of the inhibitory receptor SIGIRR mRNA. This repression was confirmed at the protein level in both cancer cell lines and primary tissues. When we analyzed *in silico* data of different kidney cancer histotypes, we identified the clear cell subtype as the one where SIGIRR was mostly downregulated; nonetheless, papillary and chromophobe tumor types also showed low levels as compared to their normal counterpart. RNA-sequencing analysis demonstrated that IL1 stimulation of the ccRCC cell line A498 triggered an intrinsic signature of inflammatory pathway activation characterized by the induction of distinct “pro-tumor” genes including several chemokines, the autocrine growth factor IL6, the atypical co-transcription factor NFKBIZ, and the checkpoint inhibitor PD-L1. When we looked for the macroareas most represented among the differentially expressed genes, additional clusters emerged including pathways involved in cell differentiation, angiogenesis, and wound healing. To note, SIGIRR overexpression in A498 cells dampened IL1 signaling as assessed by a reduced induction of NFKBIZ. Our results suggest that SIGIRR downregulation unleashes IL1 signaling intrinsic to tumor cells and that manipulating this pathway may be beneficial in ccRCC.

## Introduction

Kidney cancer includes distinct histotypes of renal cell carcinoma (RCC) originating from epithelial cells lining the tubules. Clear cell RCC is the most common followed by two distinct papillary subtypes and chromophobe tumors (1). Even if RCC does not have a high tumor mutation burden relative to other cancers, it is an immunogenic tumor and the use of novel immunotherapy approaches including checkpoint inhibitors is now the standard strategy in the metastatic and adjuvant settings (2–4). Nevertheless, drug resistance or clinical unresponse may still occur in a non-negligible proportion of patients, raising the evidence that additional pathways yet to be fully characterized may play a role in this context (5). Moreover, prediction of recurrence, progression, and cancer-specific mortality in RCC is still based on clinical parameters only and potential molecular predictors are still waited (6).

RCC is an inflamed tumor with high infiltration of immune cells (7), and several inflammation-based prognostic scores predict adverse clinical outcomes (8–15). Inflammatory cytokines such as IL1β and IL6, chemokines, and matrix metalloproteinases as well as a variety of inflammatory transcription factors are upregulated and activated in patients affected by RCC, both systemically and inside the tumor site (16–23). Immune infiltration correlates with poor outcome but unfortunately does not help to precisely predict immunotherapy efficacy that is regulated by complex mechanisms currently under investigation (4, 5, 24–26).

Molecular studies revealed that infiltrating macrophages secrete inflammatory cytokines and blocking IL1β reduced the pro-tumoral effect of these cells in preclinical models of RCC (21); more recently, a multidimensional analysis suggested that immunotherapy combined with inhibition of IL1β promoted tumor regression and remodeled the immune infiltration in mice (27). Moreover, an elevated expression of IL1β was detected in RCC patients’ plasma and circulating monocytes; higher levels of this cytokine inside the tumor correlated with advanced tumor stage as well as with macrophage infiltration (18, 19, 21).

Overall, all these data confirm that tumor cells are embedded into an inflammatory microenvironment enriched with IL1 and that targeting this pathway may represent a promising therapeutic strategy especially in combination with immune checkpoint blockade. However, while inflammatory pathways are very well characterized in the immune system, less is known about these same pathways in epithelial cells; it is unclear if and how inflammatory signals directly impact on cancer cells, and several questions are emerging: Do cancer cells express specific inflammatory receptors? How do RCC cells respond to IL1? Can we manipulate this signaling pathway?

To address these questions, we focused our attention onto the inflammatory receptors belonging to the IL1- and Toll-like receptor family including negative regulators such as SIGIRR (Single ImmunoGlobulin Interleukin-1 Receptor-Related molecule; also known as TIR8 or interleukin-1 receptor 8) (28, 29). In addition to its well-known anti-inflammatory properties, the tumor-suppressive functions of SIGIRR have been recently described in intestinal cancer and chronic lymphocytic leukemia where SIGIRR is specifically downregulated both at mRNA and protein levels (30, 31). Quite the opposite in breast cancer, SIGIRR is upregulated and promotes tumor growth (32). SIGIRR mRNA is highly expressed in kidney epithelial cells (33), but no data are available about its expression and function in RCC.

We aimed at characterizing the expression pattern and functional role of SIGIRR as well as other inflammatory receptors intrinsic to renal cancer cells following the hypothesis that this class of prototypic immune receptors may directly regulate the pathobiology of solid tumors when associated with inflammation.

## Materials and Methods

### Patient Samples

Patients submitted to surgery provided respectively normal kidney tissue and tumor tissue. All patients signed an informed consent, and the study protocol conformed to the ethical guidelines of the Declaration of Helsinki and was approved by the ethics committee at IRCCS San Raffaele Hospital. All tissue samples were obtained with the approval of the Institutional Ethics Committee of San Raffaele Scientific Institute (Milan, Italy), after informed consent (Protocol RENE-2007 and URBBAN-2010). A portion of the tissue was frozen in liquid nitrogen for histochemistry (performed by Pathology Unit) and isolation of RNA and proteins.

### Cell Lines and Treatments

Renal cancer cell lines (Caki1, Caki2, A498, ACHN) were purchased from the American Type Culture Collection (ATCC) and were cultured in RPMI supplemented with 10% heat-inactivated FBS and 1% penicillin/streptomycin, in a standard incubator (37°C, 5% CO_2_, normoxia). Cells were treated with increasing concentrations of human IL1β (10–30–100 ng/ml) for 4 h (cat. 200-01B PeproTech, Rocky Hill, NJ). Cell lines were screened with a multiplex PCR method that provides a unique DNA fingerprint for each individual cell line, using the QIAGEN multiplex PCR kit following the manufacturer’s instruction.

### Immunofluorescence and Immunohistochemistry

Cells were fixed in 4% paraformaldehyde and permeabilized in 0.1% Triton X-100 in PBS for 10 min, blocked in BSA 2% for 1 h, washed in PBS, and incubated overnight at 4°C with anti-NFκBiz diluted in 0.1% BSA (rabbit polyclonal, 1:100, cat. 9244 Cell Signaling, Danvers, MA, USA), followed by a 1-h incubation with the secondary antibody Alexa Fluor^®^ 488 IgG (H+L) conjugate (1:500, cat. A21200, Invitrogen, Carlsbad, CA, USA). Golgi apparatuses were stained with Golgin-97 antibody (monoclonal antibody, 1:200, cat. A21270, Invitrogen) overnight at 4°C and then labeled with a secondary antibody Alexa Fluor^®^ 594 conjugate (1:500, cat. A21203, Invitrogen) for 1 h at RT. Cell nuclei were stained with DAPI. After washing with PBS, cells were mounted in ProLong^®^ Gold Antifade Reagent (Life Technologies, Carlsbad, CA, USA) and analyzed with Leica Confocal SP8 in the Advanced Light and Electron Microscopy BioImaging Center (ALEMBIC). Immunohistochemistry (IHC) was performed by the Pathology Unit at IRCCS San Raffaele Hospital using an antibody specific for a long isoform of human SIGIRR on normal kidney tissues and clear cell RCC (ccRCC) tissues.

### Transfection

A498 cells at 60%–80% confluency were transiently transfected with a SIGIRR-L1 construct previously described (34) containing a Myc-DDK-Flag tag in the pUno expression vector (InvivoGen, San Diego, CA, USA), or with the pUno empty vector using jetOPTIMUS^®^ DNA Transfection Reagent following the manufacturer’s instructions (Polyplus-transfection ref.117-07). The complete medium containing the transfection mix was replaced after 8 h with complete fresh medium. After 16 h, cells were treated with IL1β for 4 h then harvested, and the pellets were used for RNA and protein extraction.

### Real-Time PCR

Total RNA was extracted from frozen tissues by using the Maxwell^®^ 16 LEV simply RNA Tissue Kit and Maxwell Instrument (Promega, Madison, WI, USA) quantified with NanoDrop and retro-transcribed with Random Primers. Real-time PCR was performed by using the following TaqMan assays: SIGIRR: Hs01546500_g1, IL1R1: Hs00991010_m1. Real-time PCR data were analyzed by the 2(-ΔCt) method and normalized to 18S (qHsaCEP0049956, Bio-Rad, Hercules, CA, USA).

RCC cell lines’ and N2 normal kidney cells’ (35) total RNA was extracted using RNasi Plus Mini Kit (cat. 74134, QIAGEN, Hilden, Germany) according to the manufacturer’s instructions. First-strand cDNA was synthesized using 1 μg total RNA with iScript Advanced cDNA RT Kit (cat.1725038, Bio-Rad). To detect mRNA levels of target gene expression, quantitative RT-PCR was performed using SsoAdvanced™ Universal Probe Master Mix (Bio-Rad) and the following Prime PCR probe assay (FAM or HeX dye labeled, cat.12001950, Bio-Rad): NFKBIZ (qHsaCEP0052487), SIGIRR (qHsaCEP0057555), β-actin (qHsaCEP0036280), ICAM1 (qHsaCEP0024986), GAPDH (qHsaCEP0041396), SIGIRR (qHsaCEP0057555), MMP1 (qHsaCEP0055366) or Applied Biosystems’ assays-on-demand IL6 (Hs00985639) and MMP9 (Hs00957562) (Cat. 4331182, Thermo Fisher Scientific, Waltham, MA, USA). For PDL-1, the following primers were used: FW: CGACTACAAGCGAATTACTG; RV: CTGCTTGTCCAGATGACTTC for β-actin: qHsaCED0036269.

The relative mRNA expression was calculated using 2(-ΔCt) or 2(-ΔΔCt) method, using GAPDH or β-actin or both as the endogenous reference gene, as indicated in the figure legends. Real-time PCR was performed using the CFX Connect Real-Time PCR Detection System with Probe protocol (Bio-Rad).

### TLR Pathway Expression Profiling With qRT-PCR Arrays

Gene expression profiling of the TLR pathway was performed by using a real-time PCR array (Prime PCR array “TLR signaling pathway,” SAB target list H96 cod 10034251, Bio-Rad Laboratories, Hercules, CA, USA) in 12 RCC patient samples matched with normal adjacent renal tissue samples according to the manufacturer’s instruction. We analyzed the expression of 84 key genes involved in the TLR pathway plus seven housekeeping genes (B2M, HPRT1, RPLP0, GAPDH, and ACTB, TBP) and specific gDNA and quality controls.

The difference between the Ct value of each gene of interest and the average Ct value of housekeeping genes in each sample was then measured as previously described (Fonte, et al., 2013) using 38 as upper Ct. Fold change in gene expression between different subgroups of patients was calculated by the 2(-ΔCt) algorithm. The relative mRNA expression levels of differentially expressed genes were reported only if (I) the fold difference (FD) in average 2(-ΔCt) tumor/2(-ΔCt) normal values was >2 or <0.5 (indicative of up- or downregulation, respectively) and (ii) the difference in 2(-ΔCt) values was found statistically significant (p < 0.01) after the paired t-test.

Gene expression profiling of the TLR pathway in RCC cell lines was performed as described above and analyzed with Bio-Rad CFX Maestro™ Software, creating a Gene Study to compare gene expression data from one or more real-time PCR runs using an inter-run calibrator to normalize between the runs.

### RNA Sequencing Analyses

RNA-Seq differential gene expression between cell lines treated with IL1β and untreated A498 ccRCC cell lines, through four different experimental pairs, was performed in Genomics Laboratory of CORS, Center for Omics Science, Ospedale San Raffaele. Sequencing was performed using Illumina NovaSeq S2 Xp.

The trimmed sequences obtained have been aligned to the human “Hg38” genome. Gene expression analysis was performed comparing treated samples toward controls and directly between two treatments. Differential gene expression analysis was done using limma (36). Genes were considered as “differentially expressed” if they satisfy both the following conditions: nominal p-value < 0.01 and absolute value of log2 fold change >1.

Further data analyses were performed using the Enrichr online tool using default parameters (https://maayanlab.cloud/Enrichr/) and presenting tabular data sorted for combination score and p-value >0.005 (37–39). Gene set enrichment analysis and leading-edge analysis were performed with GSEA software 4.2 using default parameters (http://software.broadinstitute.org/gsea). Intersections were presented with a Venn diagram and created with InteractiVenn [www.interactivenn.net (40)]. Enrichment map visualization and annotation of the network were performed with Cytoscape 3.9 and an enrichment map, the AutoAnnotate app (http://apps.cytoscape.org/).

### Western Blot Analysis

Cells were lysed in RIPA buffer supplemented with protease and phosphatase inhibitors. Protein samples were loaded on SDS-PAGE electrophoresis gel and then transferred to a nitrocellulose membrane with a dry system Trans-Blot Turbo Transfer system (Bio-Rad). The membranes were incubated overnight at 4°C with the appropriate antibody diluted at the optimal concentration in 5% (w/v) skimmed milk or BSA. Antibodies used for Western blot analysis were as follows: anti-FLAG M2 (cat. 05-826 mouse 1:1000 Millipore, Burlington, MA, USA), NFKBIZ (cat. 9244, rabbit, 1:1,000 Cell Signaling Technology), SIGIRR (Santa Cruz, cat. 271864 (A-4), mouse, 1:200, Dallas, TX, USA), and anti-β-actin HRP-conjugated (a3854 Merck Millipore 1:20,000). The blots were then washed in PBS with Tween 0.2% (PBST) and incubated with an appropriate secondary antibody HRP conjugated for 1 h at room temperature. The proteins were visualized using Clarity Western ECL Substrate (cat 1705060 Bio-Rad) and detected by ChemiDoc Imaging System (Bio-Rad). Densitometric analysis of protein bands from Western blot was performed with Image Lab Software 6.1 (Bio-Rad).

### Statistical Analysis

Statistical analyses were performed with GraphPad Prism Version 9.3 (La Jolla, CA, USA). Probability values of <0.05 were considered statistically significant as indicated in each figure legend. To compare two groups of samples, Mann–Whitney (unpaired) or Wilcoxon (paired) test was performed considering a 95% confidence interval (CI) with an alpha error of 0.05. For more than two groups, Kruskal (unpaired samples) or Friedman (paired samples) test followed by Dunnett’s multiple-comparison posttest was used to compare each of the treatment groups with control. For more than two groups and subgroups, two-way ANOVA was performed followed by Sidak multiple-comparison posttest. Both tests were performed computing a 95% CI with an alpha error of 0.05. Kaplan–Meier survival curve analysis was done using gene expression data of RCC patients (n = 441 from renal cell carcinoma, TCGA, Pan Cancer Atlas) based on the expression level of SIGIRR mRNA patients which were divided into “low-expression” (SIGIRR expression below the 25th percentile) and “high expression” (above the 75th percentile). The Kaplan–Meier estimate was used to plot survival, and statistical significance was assessed with the log-rank Mantel–Cox test with 95% CI.

## Results

### Inflammatory Receptor Expression Pattern in Kidney Cancer

To profile the expression levels of mRNA encoding for Toll-like receptors (TLR), interleukin-1 (IL1) receptor family members, and their corresponding signaling mediators in kidney cancer, we performed a real-time PCR (RT-PCR) array analysis. Specifically, we screened the expression levels of 84 mRNAs together with seven housekeeping genes in a small cohort of 12 clear cell RCC (ccRCC) patient samples as compared to their coupled adjacent normal tissues (see **Supplementary Table 1** for a list of the genes analyzed). From this screening, seven genes emerged as differentially expressed in the malignant tissue (**Figure 1A**); in detail, TLR3 (toll-like receptor 3) was the only one upregulated while six transcripts were downregulated. Among the most downregulated molecules, SIGIRR (single immunoglobulin domain-containing IL1R-related protein), TOLLIP (tool interacting protein), and PTGS2 (prostaglandin-endoperoxide synthase 2, known also as COX2) emerged as significantly lower in tumor samples, as well as PPARA (peroxisome proliferator activated receptor gamma), MAPK8 (mitogen-activated protein kinase 8), and NR2C2 (nuclear receptor subfamily 2 group C member 2).

**Figure 1:**
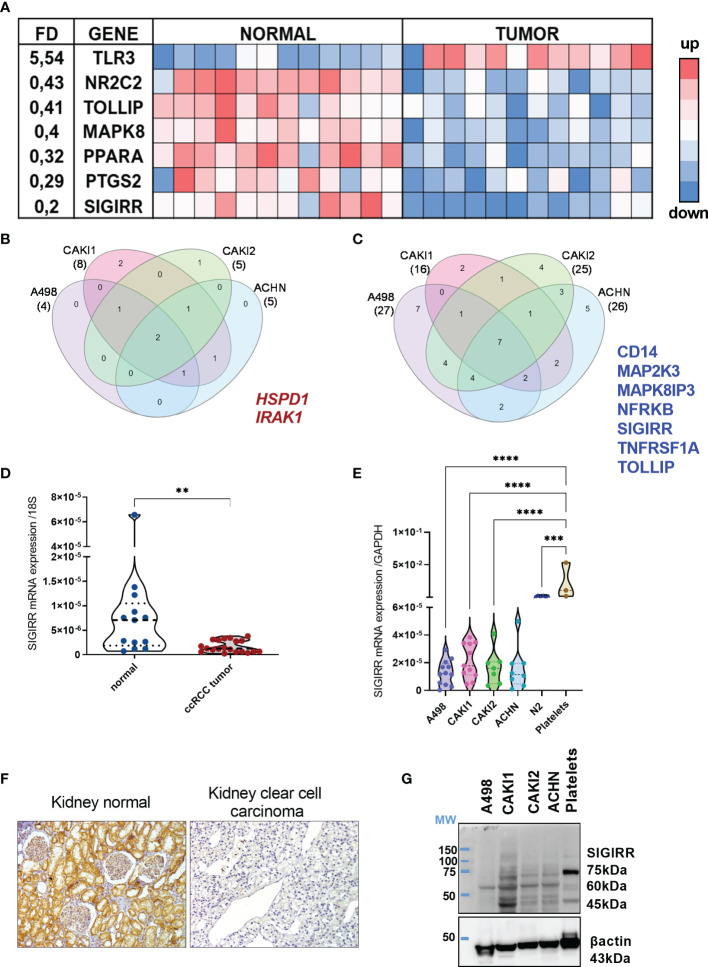
Immune signaling molecules in normal versus tumor kidney. **(A)** TLR signaling pathway-related molecules were analysis using real-time PCR arrays. Eighty-four genes listed in **Supplementary Table 1** were screened in 12 patients’ samples including coupled normal and malignant tissues. Heat map shows the genes differentially expressed (i.e., with a fold difference (FD) FD >2.0 or FD <0,5 and p-value <0.01). A three-color formatting scheme was used with blue indicating downregulated and red upregulated. **(B, C)** RCC cell lines were analyzed by real-time PCR array (same as in **(A)**) and compared to N2 normal renal cell lines to identify the genes up- and down-regulated; Venn diagram shows the shared upregulated **(B)** and downregulated **(C)** genes in each RCC cell line analyzed and highlights the genes shared by all the cell lines. **(D)** qRT-PCR analysis of SIGIRR mRNA expression in normal kidney tissue (n = 13) compared to ccRCC patients’ sample (n = 21) **p < 0.01. Data are expressed as mean ± SEM relative to 18S expression. **(E)** qRT-PCR analysis of SIGIRR mRNA expression in RCC cell lines, in normal epithelial kidney cell line N2, and in platelets used as positive control. ***p<0,001; ****p < 0.0001. Data are expressed as mean ± SEM relative to GAPDH expression. **(F)** Micrograph of IHC performed using an antibody specific for SIGIRR (long isoform). One representative clear cell carcinoma sample is shown compared to normal kidney tissue. **(G)** Western blot analysis of SIGIRR expression on whole-cell extracts of A498, CAKI1, CAKI2, ACHN RCC cell lines, and platelet extract. B-Actin was used as loading control.

Next, we analyzed the TLR pathway in different cell lines representative of different kidney tumor types: A498 (clear cell RCC, VHL mutated), CAKI1 [clear cell RCC, metastatic, VHL wt), CAKI2 (initially defined as ccRCC VHL wt, but recent data suggest that it is a primary papillary RCC cell line (41)], and ACHN (papillary RCC, metastatic, VHL wt). The same analysis was performed in the normal kidney epithelial cells N2, and the FD of gene expression in each RCC cell line versus renal cells was calculated (**Supplementary Figure S1**). Lower levels of SIGIRR and of TOLLIP, NFRKB, TNFRSF1A, and CD14 and of two distinct MAP kinases were detected in all the cancer cell lines analyzed (**Figure 1B**); on the contrary, IRAK1 and HSPD1 mRNAs were upregulated in all the tumor cells (**Figure 1C**).

Bioinformatics analysis using the Oncomine resource confirmed downregulation of SIGIRR mRNA in different datasets of clear cell RCC compared to their normal counterpart (**Supplementary Figure S2**). Moreover, a strong SIGIRR protein expression in the kidney was reported in the Human Protein Atlas Database, while it was downregulated in RCC (https://www.proteinatlas.org/ENSG00000185187-SIGIRR/tissue/kidney).

Overall, our data demonstrate that renal epithelial cancer tissues and cell lines show a specific and distinctive pattern of inflammatory molecule expression marked by a consistent SIGIRR mRNA downregulation.

### SIGIRR Is Markedly Downregulated in Clear Cell Renal Cell Carcinoma

To validate all these observations, we measured by RT-PCR the mRNA levels of protein-coding SIGIRR isoforms (201-202-203-220) in a total of 20 primary ccRCC samples (including the 12 array samples) and 13 normal kidney tissues; we confirmed significantly lower levels of SIGIRR mRNA in ccRCC as compared to the normal epithelium (**Figure 1D**). However, since SIGIRR is expressed by several cell types, including tumor-infiltrating leukocytes, it would be important to understand which cell types, in addition to cancer cells, express SIGIRR.

We initially analyzed bioinformatic data from the Human Protein Atlas that showed high SIGIRR expression in normal kidney tubular epithelial cells and protein downregulation in clear cell carcinoma (link to websites: https://www.proteinatlas.org/ENSG00000185187-SIGIRR/tissue/kidney; https://www.proteinatlas.org/ENSG00000185187-SIGIRR/pathology/renal+cancer). Next, by taking advantage of an antibody developed in our lab and directed against a long isoform (34), we analyzed the SIGIRR protein expression in ccRCC tissues by immunohistochemistry (IHC). We confirmed that SIGIRR protein is highly expressed in normal tissue (n = 5), specifically within epithelial cells while ccRCC (n = 12) expressed low to undetectable levels of SIGIRR (**Figure 1F**).

Similarly, we confirmed the same downregulation of SIGIRR mRNA (protein-coding isoforms 201, 202, 203, 220, 218, 211) and protein levels in all the RCC cell lines in comparison to N2 normal kidney cells, as assessed by RT-PCR and Western blot analysis, respectively [**Figures 1E, G** where platelets acted as internal positive control (42)]. In the Western blot, the antibody detects different bands. SIGIRR glycosylations were previously reported in addition to alternative splicing (34, 43); all these variants may contribute to the different bands observed in the Western blot as previously reported. Unglycosylated SIGIRR is expected around 46/55 kDa while glycosylated SIGIRR around 65–90 kDa; however, from Western blot analysis we cannot assign each band to a specific splicing or glycosylated isoform.

To address the possible role of other cell types contributing SIGIRR mRNA expression, we analyzed data from scRNA-seq studies that are available at the Human Protein Atlas Database. We confirmed that SIGIRR is part of a cluster assigned to “Proximal tubular cells - Tubular reabsorption” with high confidence (link: https://www.proteinatlas.org/ENSG00000185187-SIGIRR/single+cell+type). Moreover, in the kidney, SIGIRR mRNA is more expressed in epithelial cells as compared to immune cells (link to website at https://www.proteinatlas.org/ENSG00000185187-SIGIRR/single+cell+type/kidney).

Because of the marked downregulation of SIGIRR in the cell lines originally derived from different RCC subtypes, we asked if SIGIRR was differentially expressed in clear cell versus other RCC histotypes. A specific bioinformatic analysis was performed using the Xena functional genomics explorer platform (https://xenabrowser.net) that retrieves the data from The Cancer Genome Atlas database TCGA including RNA-seq expression data in different RCC histotypes each associated with their non-tumor normal counterpart. A marked downregulation of SIGIRR mRNA levels was observed in ccRCC (n = 72 and p ≤ 0.0001) and in papillary cell carcinoma (n = 32 and p ≤ 0,0001); chromophobe tumor samples and Wilms tumor also expressed lower SIGIRR transcripts compared to their normal counterpart (**Figure 2A**; n = 25 and n = 5, respectively, p < 0.05). Next we compared all the different tumor types with the normal kidney cortex (mean ± SEM = 5.862 ± 0.599; n = 28) using the same browser and including 66 cases of chromophobe, 289 papillary, 531 clear cell, and 126 Wilms tumor; again, we detected a small downregulation in the chromophobe subtype (mean ± SEM = 5.185 ± 0.155; p = 0.0180) and a significant downregulation in papillary (mean ± SEM = 5.230 ± 0.063; p = 0,0003), clear cell RCC (mean ± SEM = 4.612 ± 0.035; p < 0.0001), and Wilms (mean ± SEM = 3.576 ± 0.126; p < 0.0001). Comparing the expression among the diverse histotypes, we observed lower levels in Wilms tumor and ccRCC versus all the other tumors (p < 0.0001) and no significant expression difference between papillary RCC and chromophobe (**Figure 2B**).

**Figure 2:**
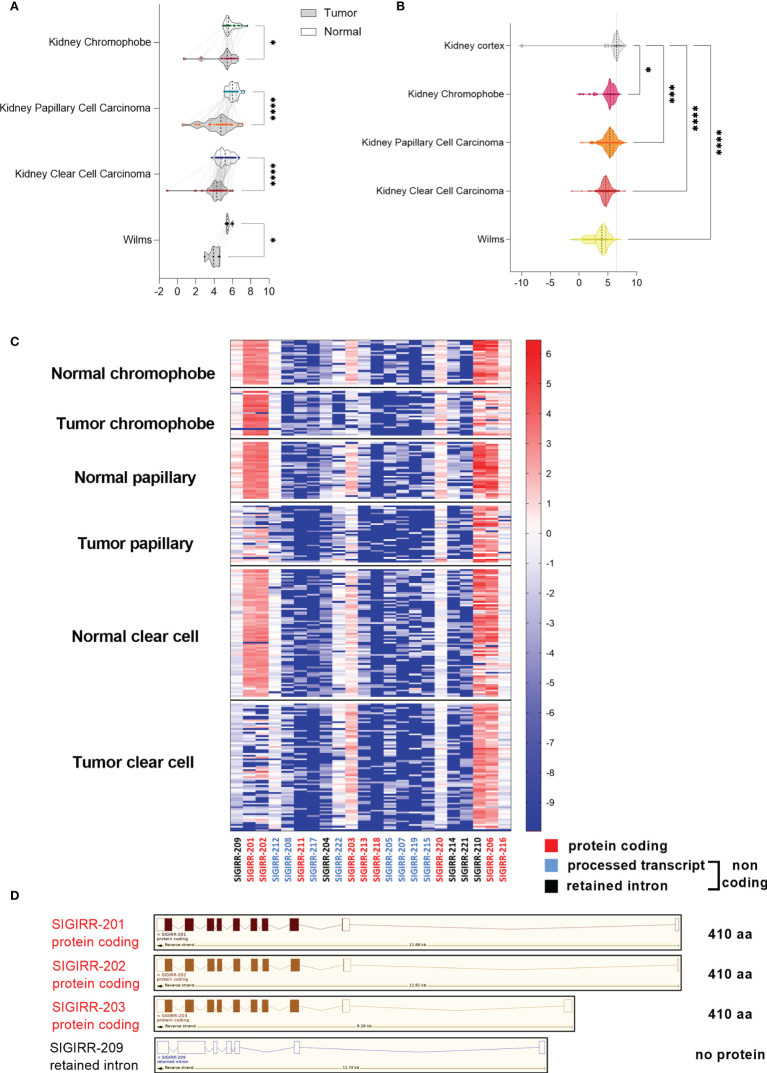
SIGIRR is downregulated in kidney cancer. **(A)** Bioinformatic analysis of transcriptomic profiles in different kidney tumor histotypes compared with their adjacent non-tumor tissue was performed with Xena Browser (data from TCGA database). SIGIRR expression levels are reported in chromophobe (n = 25), papillary (n = 32), clear cell carcinoma (n = 72), and Wilms tumor (n = 5) versus their non-tumor counterpart., *p<0,05; ****p<0,0001 **(B)** RNA-seq data relative to the SIGIRR expression level in chromophobe (n = 66), papillary (n = 32), clear cell carcinoma (n = 531), and Wilms tumor (n = 126) versus normal kidney cortex (n = 28). RSEM-normalized expression levels are represented with the violin plot, *p<0,05; ***p<0,001; ****p<0,0001. **(C)** Heatmap representation of the difference between SIGIRR isoforms’ expression in chromophobe, papillary, and clear cell carcinoma versus their non tumor counterpart. Red labeling refers to protein coding isoforms, blue to processed transcript, and black to retained intron isoforms. **(D)** Schematic representation of SIGIRR human gene and isoforms (ENSG00000185187; www.ensembl.org). Only the most differentially expressed isoforms are depicted.

Next, looking for the mechanism regulating SIGIRR expression, we analyzed the methylation profiles of the genomic region around the human SIGIRR gene in the same TCGA datasets by using the Xena browser; no evident correlation between downregulation and methylation emerged (**Supplementary Figure S3**).

To assess if lower levels of SIGIRR mRNA correlated with disease progression and overall survival in 441 patients affected by RCC, the Kaplan–Meier survival curve of kidney cancer patients was analyzed for two groups of cases characterized by high or low SIGIRR mRNA either above or below the 75 or 25 quartiles, respectively. No significant difference was observed although a trend of shorter survival correlated with low SIGIRR levels (p-value = 0.1035, log-rank test statistic = 2.650; **Supplementary Figure S4A**). Specifically, analyzing clear cell, papillary, and chromophobe cases independently, no difference was observed based on SIGIRR expression (25 and 75 quartiles: **Supplementary Figures S4B–D**).

The SIGIRR gene is transcribed into 22 splice variants that include 9 protein coding and 13 variants non-protein coding: 8 processed transcripts and 5 retained intron isoforms. To assess whether SIGIRR downregulation in RCC could be due to differential isoform expression, we performed bioinformatic analysis with Xena on the basis of RNA-seq data of transcript-specific expression for “tumor samples” and normal adjacent tissue (TCGA data). Transcripts SIGIRR-201 and SIGIRR-202 (protein-coding isoforms) are not expressed in clear cell RCC and less expressed in papillary RCC, whereas in chromophobe samples the expression is similar between normal and tumoral tissues. Instead, isoform 203 (protein coding isoform) is expressed in normal coupled kidney tissue and downregulated in chromophobe and papillary but not in ccRCC (**Figures 2C, D**).

To address the contribution of SIGIRR-03 compared to SIGIRR-01 and SIGIRR-02, we performed the analysis with Xena’s Transcript View (https://ucsc-xena.gitbook.io/project/overview-of-features/transcript-view/) (44). The data in **Supplementary Figure S5** show that the SIGIRR-03 isoform contributes with a percentage around 20% of all the isoforms in both normal and tumor samples where it is not significantly downregulated. Other aberrant isoforms are more expressed in both normal and tumor samples but not functional as lacking 5′ exons (e.g., SIGIRR-210, SIGIRR-206, and SIGIRR-216).

While the inhibitory receptor SIGIRR is shut down in tumor cells, the expression of the activatory IL1R1 is maintained (data not shown), and we next asked if SIGIRR downregulation may unleash intrinsic IL1 signaling in RCC cells.

### Interleukin-1 Stimulation of RCC Cells Highlights an Intrinsic Signature of Inflammatory Pathway Activation

IL1 is responsible for the induction and autocrine production of IL6 in RCC cells (45–47); moreover, IL1 can target distinct RCC cell lines *in vitro* to induce NF-kB activation, metalloprotease (MMP) production, and cell adhesion molecule (e.g., ICAM1) expression favoring proliferation and invasiveness (48–50). However, the whole molecular pathways acting on cancer cells after IL1 stimulation are ill defined.

To characterize the genes regulated by IL1 in renal cancer cells, we performed RNA-sequencing of A498 cells either untreated or treated with interleukin-1β (IL1β; 30 ng/ml). 

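A498 is an established line of clear cell renal cell carcinoma in which VHL is mutated. RNA of 4 untreated cultures (replicates 1 to 4) and of 4 cultures kept for 4 h with IL1β at 30 ng/ml (replicates 5 to 8) was made into stranded libraries and sequenced. The authors aligned the trimmed reads to hg38 with STAR 2.5.3a and counted them per gene with featureCounts, and the raw counts they deposited were the values used here. The named genes held 16610473 to 27040505 counts per untreated library and 15409093 to 24000727 counts per IL1β library, so that 1 count stands for 0.0367 to 0.0735 CPM (counts per 1000000). Levels are given as CPM scaled by the trimmed mean of M-values (TMM), as mean ± SD over the 4 libraries of a group. The 15062 genes that passed edgeR's filter on low counts were compared between the groups with edgeR's quasi-likelihood test, and p was adjusted over all of them by the Benjamini-Hochberg method. A gene is said to have risen or fallen only at an adjusted p under 0.05. Gene positions are those of GENCODE 44 on hg38. Gene lists were written from textbook knowledge and from the paper before the data were examined. Each was compared with all other genes tested by camera, a gene set test of limma, at a preset correlation of 0.01 between genes. Lists on themes that the paper reports from these same libraries are not independent evidence. The lists share members, and a shared gene counts in each. It is not known which untreated and which treated cultures form the 4 experimental pairs, so no pairing enters the test. Untreated replicate 1 and IL1β replicate 5 stood apart from the other 6 libraries. On the first principal component of log2 CPM, which held 42.8% of the variance, they lay at -59.5 and -102, and the other 6 libraries lay between 18.8 and 37.2. On the second component, with 22.4%, untreated replicate 4 lay at 5.25. The other untreated libraries lay at -47.7 to -37.5 there and the IL1β libraries at 21.6 to 39.4. The chemokine list mean of untreated replicate 4, relative to the 8 libraries, was -0.645, against -3.01 to -2.05 in the other untreated libraries. The real-time PCR, transfection and tissue experiments of the study are separate and were not analysed here.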

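Among genes that averaged at least 1 CPM over the 8 libraries, the 10 largest rises with IL1β were those of SELE, an endothelial-type adhesion receptor, of the chemokines CCL8, CCL20, CXCL3, CXCL1 and CXCL2, of the cytokines IL36G and CSF2, of the nitric oxide synthase NOS2 and of the glycosyltransferase MGAT4C. CSF2, which encodes a growth factor of granulocytes and macrophages, went from 4.76 ± 5.10 CPM in untreated cells to 187 ± 98.1 CPM with IL1β (SD, n = 4 each), a log2 fold change of 5.30 (standard error 0.90, adjusted p = 0.0285 from edgeR's quasi-likelihood test). Without untreated replicates 1 or 2 or IL1β replicates 6, 7 or 8, the adjusted p of CSF2 was 0.0581 to 0.131. MGAT4C had a log2 fold change of 4.76 (standard error 0.89, adjusted p = 0.0421 from the same test), with an adjusted p of 0.0815 to 0.109 without untreated replicates 1, 3 or 4 or IL1β replicates 6, 7 or 8, and of 1.4e-06 to 0.0525 over the other scalings, filters and tools, the highest with library size only. The genes that fell at this level were DEPDC7, PRAG1, ZNF395, ZNF114, KCNH1, FOXN3, TFAP4 and SH3BP4, with log2 fold changes of -1.52 to -0.87. PRAG1, which encodes a pseudokinase, fell from 33.7 ± 8.53 to 12.0 ± 1.58 CPM, a log2 fold change of -1.49 (standard error 0.22, adjusted p = 0.0168 from edgeR's quasi-likelihood test, and 0.0603 to 0.0717 without IL1β replicates 6, 7 or 8). The other 7 had adjusted p-values of 0.0229 to 0.0495. Leaving out a single library ended the calls of DEPDC7, FOXN3 and KCNH1 (adjusted p of 0.0633 to 0.17 without any library but IL1β replicate 5), of ZNF114 (0.0683 to 0.108 without untreated replicates 2 or 3 or IL1β replicates 6, 7 or 8), of ZNF395 (0.0579 to 0.133 without untreated replicates 1 or 3 or IL1β replicates 6, 7 or 8), and of TFAP4 and SH3BP4 (0.0574 to 0.183 without any of the 8). Over the other scalings, filters and tools the adjusted p of DEPDC7, KCNH1, FOXN3, TFAP4 and SH3BP4 was 7.8e-05 to 0.101, the lowest and the highest being those of FOXN3 in DESeq2 and of TFAP4 without the filter. RUNX1T1, a transcriptional repressor chosen after its values were seen and too low for the 1 CPM limit, also fell, from 1.51 ± 0.207 to 0.265 ± 0.148 CPM (log2 fold change -2.43, standard error 0.44, adjusted p = 0.037 from the same test, 0.0554 to 0.13 without any of the 8, and 4.6e-04 to 0.0786 over the other scalings, filters and tools, the highest with thinned libraries).

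Of the 15062 genes tested, 320 were higher and 71 lower with IL1β at a nominal p under 0.01 and a log2 fold change above 1 or under -1, so that 81.8% of the 391 were higher. In data simulated with 200 changed genes, 77 unchanged genes passed these nominal thresholds in edgeR, both directions together. With libraries scaled by their size only, 257 were higher and 141 lower, since this scaling moved the median log2 fold change of all genes from -0.02 to -0.18. At an adjusted p under 0.05 in edgeR, 140 genes rose and 9 fell, while 423 rose and 109 fell in DESeq2. In the simulated data 42 of 170 DESeq2 calls were false, against 9 of 120 in edgeR, though the simulation used dispersions estimated by edgeR. The number that rose in edgeR was 58, 68, 42, 59 and 38 without untreated replicates 2 or 3 or IL1β replicates 6, 7 or 8 in turn, and 218 without IL1β replicate 5. The number that fell was 2, 2 and 4 without untreated replicates 2, 3 or 4, and 0 without IL1β replicates 6, 7 or 8, where 685 genes were lower at an unadjusted p under 0.05 with all 8 libraries. Over the 24 ways to pair each untreated culture with a treated one, edgeR with the pair as a term gave 6 to 578 genes that rose and 0 to 196 that fell. In 1207 genes (8.01%) all libraries of one group lay above all libraries of the other, a pattern that chance gives in 2.86% of genes.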

From the analysis of all the replicates (n = 4), we found a total of 553 genes differentially expressed: 389 genes were upregulated while 164 were downregulated (**Figure 3A** shows the 50 most differentially expressed mRNAs). Among them, the atypical transcription factor, NF-kappaB inhibitor zeta (NFKBIZ) that is selectively induced by TLR and IL1R ligands, emerged as highly upregulated. 

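NFKBIZ encodes an atypical IκB protein of the nucleus that alters which NF-kB target genes are transcribed. It lies on chromosome 3 of hg38 from 101827991 to 101861022, where the annotation of NXPE3 overlaps it on the same strand. Its mRNA rose from 15.4 ± 8.21 CPM in untreated A498 cells to 149 ± 35.5 CPM with IL1β (SD, n = 4 libraries each). The log2 fold change was 3.27 (standard error 0.37, adjusted p = 0.00567 from edgeR's quasi-likelihood test). All 4 IL1β libraries lay above all 4 untreated ones (exact permutation test, two-sided p = 0.0286, the smallest that 4 libraries against 4 allow). With any 1 library left out, the adjusted p of NFKBIZ stayed between 0.00265 and 0.0377. NFKBID, which encodes a related nuclear IκB protein, rose from 3.35 ± 2.11 to 27.9 ± 13.7 CPM, a log2 fold change of 3.06 (standard error 0.48, adjusted p = 0.0208 from the same test). The adjusted p of NFKBID was 0.0613 to 0.0952 without untreated replicates 2 or 3 or IL1β replicates 6 or 8.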

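CD274 encodes PD-L1, the ligand through which a cell engages the inhibitory receptor PD-1 of T cells, and lies on chromosome 9 of hg38 from 5450503 to 5470566. In A498 cells its mRNA stood at 9.50 ± 4.50 CPM without and at 46.3 ± 15.7 CPM with IL1β (SD, n = 4 libraries each). This is a log2 fold change of 2.29 (standard error 0.41, unadjusted p = 2.5e-04 and adjusted p = 0.0331 from edgeR's quasi-likelihood test). The IL1β libraries lay between 24.1 and 58.9 CPM and the untreated libraries between 4.37 and 14.7 CPM. The adjusted p was 0.0324 without untreated replicate 4 and 0.0118 without IL1β replicate 5, and it was 0.0705 to 0.116 without untreated replicates 1, 2 or 3 or IL1β replicates 6, 7 or 8. Over the other scalings, filters and tools it was 2.9e-06 to 0.0593, the highest with library size only. Of 20 measured ligands and partners of immune checkpoints and costimulation, 4 rose, none fell and 16 did not pass, and 6 rose when adjusted over the list alone (camera adjusted p = 1.1e-12, and adjusted p = 0.00931 with an estimated correlation). ICOSLG, the ligand of the costimulatory receptor ICOS, rose from 1.74 ± 0.185 to 16.5 ± 3.55 CPM, a log2 fold change of 3.24 (standard error 0.24, adjusted p = 7.5e-04 from the same test). TNFSF18, the ligand of GITR on T cells, rose by a log2 fold change of 4.65 (standard error 0.53, adjusted p = 0.00567), though it reached only 2.91 ± 0.990 CPM. CD40, a costimulatory receptor singled out after its values were seen, rose from 13.5 ± 0.919 to 47.0 ± 15.0 CPM (log2 fold change 1.80, standard error 0.23, adjusted p = 0.00832).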

To note, the transcripts encoding for the checkpoint ligand PD-L1 (CD274) were significantly upregulated after IL1 stimulation (LogFC 2,3; p-value 0.00082).

**Figure 3:**
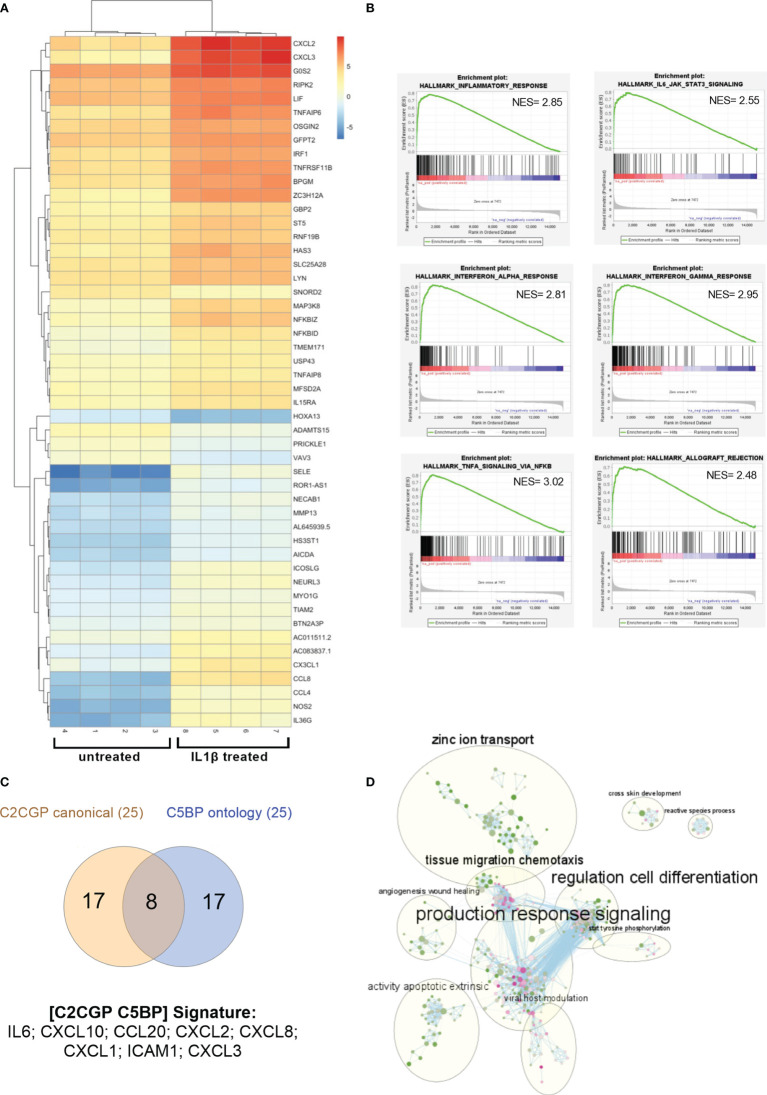
Gene expression profile in RCC cells after IL1 stimulation. **(A)** Heat map showing the clustered expression values of top 50 DEGs between treated with IL1β and control groups of A498 RCC cells. Genes are flagged as “differentially expressed” if they satisfy both the following conditions: nominal p-value < 0.01 and LogFC >1. Values have been scaled on rows. Color key is displayed on the right of the heat map. **(B)** Enrichment plots for selected hallmark gene sets found positively enriched in A498 treated with IL1β. The gene set name is shown at the top of the enrichment plot, the green curve represents the running enrichment score, and the black bars indicate the positions of the gene set hits on the rank ordered list in GSEA. The highest signal-to-noise values are indicated with red color, and blue indicates the lowest ones. **(C)** Venn diagram shows the shared upregulated genes obtained from leading edge analysis with GOBP and canonical pathways. **(D)** Enrichment map of GOBP enrichment analysis. The dots represent the node. The color and the size of the dots indicate respectively the NES values (from green 1.53 to pink 2.82) and the overlap size. The lines represent the link between nodes. The circles indicate the macro areas of similarity between nodes determined by AutoAnnotate. All the clusters with more than nine nodes are represented (except for “glial population glycogenesis” cluster with 10 nodes, not included here).

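Of the 50 genes labelled in Figure 3A, 45 had a higher and 5 a lower mean with IL1β. G0S2, an inhibitor of the lipase of lipid droplets, lies on chromosome 1 of hg38 from 209675412 to 209676390 and rose from 63.7 ± 19.4 to 408 ± 99.5 CPM (SD, n = 4 each), a log2 fold change of 2.68 (standard error 0.28, adjusted p = 0.004 from edgeR's quasi-likelihood test). BPGM, an enzyme next to glycolysis that makes 2,3-bisphosphoglycerate, rose from 31.9 ± 5.44 to 220.0 ± 55.8 CPM (log2 fold change 2.78, standard error 0.23, adjusted p = 0.00135). AC083837.1, a transcript of unknown function, rose from 1.04 ± 0.345 to 20.2 ± 2.18 CPM and had the smallest adjusted p of the 50 genes (log2 fold change 4.25, standard error 0.28, adjusted p = 6.7e-04). The 5 genes with a lower mean were the homeobox gene HOXA13 (log2 fold change -2.27, adjusted p = 0.0506), the matrix protease gene ADAMTS15 (-2.19, adjusted p = 0.0887), the planar polarity gene PRICKLE1 (-1.71, adjusted p = 0.0527), the exchange factor gene VAV3 (-2.31, adjusted p = 0.176) and SNORD2 (-1.56, adjusted p = 0.179), a small nucleolar RNA that lies within EIF4A2 on the same strand. At an adjusted p under 0.05 in edgeR, 32 of the 50 rose, 0 fell and 18 did not pass, while all 5 lower genes had an unadjusted p under 0.05 and 4 of them fell in DESeq2. Without untreated replicate 1 ADAMTS15 and PRICKLE1 passed (adjusted p of 0.0421 and 0.0388), and without IL1β replicate 5 HOXA13 and PRICKLE1 passed (0.0449 and 0.0368). At the nominal p and fold thresholds of the study, 49 of the 50 passed. The other gene, that of the collagenase MMP13, was at 0.776 ± 0.645 CPM without and 3.70 ± 2.74 CPM with IL1β (log2 fold change 2.27, standard error 1.11, adjusted p = 0.513 from edgeR's quasi-likelihood test). In 47 of the 50 the libraries of the groups did not overlap, where chance gives 2.86%. The study picked these genes on the same libraries, so their number is not independent evidence.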

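SOD2, which encodes the superoxide dismutase of mitochondria, rose from 534 ± 317 CPM in untreated cells to 3187 ± 438 CPM with IL1β (SD, n = 4 each). Its log2 fold change was 2.58 (standard error 0.43, adjusted p = 0.0249 from edgeR's quasi-likelihood test), and WTAP and ACAT2 overlap it on the other strand of chromosome 6. Without untreated replicates 1 or 2 or IL1β replicates 6, 7 or 8, its adjusted p was 0.0626 to 0.101. NOS2, the inducible nitric oxide synthase, rose from 0.152 ± 0.101 to 15.1 ± 8.04 CPM (log2 fold change 6.61, standard error 0.73, adjusted p = 0.00553 from the same test, and 5.1e-04 to 0.0377 with any 1 library left out). In the list of reactive oxygen and nitrogen species, these were the 2 genes of 24 measured that rose, none fell and 22 did not pass, and the same number, 2, rose when adjusted over the list alone (camera adjusted p = 1.7e-05, and adjusted p = 0.0261 with an estimated correlation). With SOD2 no longer called, the count of this list was 1 without each of the 5 libraries named above. Both genes belong to the 168 that were higher with IL1β at a nominal p under 0.001 and a log2 fold change of at least 1. Of these 168 genes 131 rose at an adjusted p under 0.05, their median log2 fold change was 1.89, and 35 lay above 3.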

Upregulated genes (LogFC ≥1; p value <0.001) were analyzed with Enrichr, and we focused on BioPlanet 2019 and KEGG 2021 human-curated collections. As expected, we retrieved IL1 regulation of the extracellular matrix, binding of chemokines to chemokine receptors, and NF-kB canonical and alternative signaling pathways (**Supplementary Table 2**). 

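CCL8, which encodes a chemokine of monocytes, had 1 count in the 4 untreated libraries and 12.7 ± 5.01 CPM with IL1β (SD, n = 4), a ratio of 1185 (95% counting interval 212 to 46870, adjusted p = 6.9e-04 from edgeR's quasi-likelihood test). CCL4, a chemokine of macrophages and T cells, had no count without IL1β and was at least 45.5-fold higher with it, against a floor of 3 counts over the group. Its adjusted p was 0.0115 from the same test, and 0.0545 and 0.0527 without IL1β replicates 6 or 8. Of 18 chemokine genes measured, 10 rose, none fell and 8 did not pass, and 14 rose when adjusted over the list alone (camera adjusted p = 9.3e-42, and adjusted p = 0.0062 with an estimated correlation). The 10 were CXCL1, CXCL2, CXCL3, CXCL8, CCL2, CCL4, CCL5, CCL7, CCL8 and CCL20, and 3 to 5 genes of the list rose without untreated replicates 1 or 2 or IL1β replicates 6, 7 or 8.

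ZC3H12A, which encodes an RNase that degrades inflammatory mRNAs, rose from 15.6 ± 7.98 to 289 ± 50.9 CPM, a log2 fold change of 4.21 (standard error 0.36, adjusted p = 0.00137 from edgeR's quasi-likelihood test). MAP3K8, a kinase activated downstream of the IL1 receptor, rose from 7.81 ± 2.40 to 83.7 ± 19.4 CPM (log2 fold change 3.42, standard error 0.28, adjusted p = 0.00135). In the list of the NF-kB family and its feedback inhibitors, 7 of 28 genes rose (RELA, NFKBIZ, NFKBID, TNIP1, TNIP3, ZC3H12A and MAP3K8), none fell and 21 did not pass. Also 21 rose when adjusted over the list alone (camera adjusted p = 3.7e-38, and adjusted p = 0.0109 with an estimated correlation), and 4 and 3 rose over all genes without IL1β replicates 6 or 8.

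Among 32 measured matrix proteases and their inhibitors 1 rose, none fell and 31 did not pass, while 4 rose and 1 fell when adjusted over the list alone. The gene that rose encodes the proteoglycan-cleaving protease ADAMTS9, at 14.3 ± 5.91 CPM without and 114 ± 19.3 CPM with IL1β (log2 fold change 2.99, standard error 0.32, adjusted p = 0.00402 from edgeR's quasi-likelihood test). For this list camera gave an adjusted p = 0.00571, and adjusted p = 0.263 with an estimated correlation, and 0.059 without untreated replicate 3, while 1 member fell without untreated replicate 1.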

Relevant to the kidney context, TWEAK regulation of gene expression (51) and PDL1 expression and PD1 checkpoint in cancer pathway were both enriched (p-value = 1.53E-04; combined score = 126.74). 

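CCL5, a chemokine of T cells, rose from 9.82 ± 6.72 CPM without IL1β to 67.0 ± 5.84 CPM with it (SD, n = 4 each), a log2 fold change of 2.77 (standard error 0.41, adjusted p = 0.0165 from edgeR's quasi-likelihood test). The adjusted p of CCL5 was 0.0559 to 0.0657 without untreated replicate 2 or IL1β replicates 6 or 8. It is 1 of 6 genes of the TWEAK receptor and response list that rose, with CCL2, CXCL8, ICAM1, CSF2 and CCL20, while none fell and 15 of the 21 did not pass. All 6 also belong to the chemokine, cytokine or adhesion lists, so they are not a separate finding about TWEAK. When adjusted over the list alone, 15 rose (camera adjusted p = 2.9e-26, and adjusted p = 0.0166 with an estimated correlation). The count over all genes was 1 without untreated replicates 1 or 2 or IL1β replicate 7, and 0 in edgeR without IL1β replicates 6 or 8, where 15 genes had an unadjusted p under 0.05 with all libraries and 15 rose in DESeq2. TNFSF12, which encodes TWEAK itself, was at 2.82 ± 0.789 CPM without and 3.73 ± 2.51 CPM with IL1β (adjusted p = 0.822 from edgeR's quasi-likelihood test).

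Upstream of PD-L1, the gene of the interferon-γ receptor chain IFNGR1 rose from 54.7 ± 10.6 to 158 ± 17.2 CPM, a log2 fold change of 1.53 (standard error 0.19, adjusted p = 0.00828 from edgeR's quasi-likelihood test). TICAM1, the adaptor of TLR3 and TLR4 also known as TRIF, rose from 22.8 ± 4.30 to 60.5 ± 4.11 CPM (log2 fold change 1.41, standard error 0.18, adjusted p = 0.00828). Both kept an adjusted p of 0.00655 to 0.0406 with any 1 library left out. Of 36 measured genes of PD-L1 induction, 4 rose (CD274, IFNGR1, RELA and TICAM1), none fell and 32 did not pass, while 15 rose and 1 fell when adjusted over the list alone. The list had a camera adjusted p = 3.3e-10, and adjusted p = 0.025 with an estimated correlation. Its count was 2 without untreated replicates 1, 2 or 3 or IL1β replicates 6, 7 or 8, and also 2 with library size only.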

To identify potential transcription factors (TF) regulating the observed differential expression induced by IL1β, we screened the results against the collections related to TF analysis: the tumor-suppressor TP53 and the related protein TP63 emerged together with the expected NFkB family members (not shown).

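Of the NF-kB subunits, RELA rose from 53.9 ± 7.42 to 106 ± 16.8 CPM (SD, n = 4 each), a log2 fold change of 0.98 (standard error 0.18, adjusted p = 0.0385 from edgeR's quasi-likelihood test), and it was singled out after its values were seen. Its adjusted p was 0.0599 to 0.138 without any library but IL1β replicate 5, and 7.9e-05 to 0.0609 over the other scalings, filters and tools, the highest with upper-quartile factors. NFKB1, which encodes p105 and p50, went from 102 ± 46.1 to 268 ± 77.2 CPM (log2 fold change 1.39, standard error 0.34) without passing the test (adjusted p = 0.121). NFKB2, the gene of the alternative pathway subunit p100, went from 149 ± 78.4 to 392 ± 29.4 CPM (log2 fold change 1.40, standard error 0.32, adjusted p = 0.0894, and 0.0106 without untreated replicate 4). In DESeq2, which had more false calls than edgeR in the simulated data, both passed, at an adjusted p of 0.006 and 0.00234.

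TP63 was too low for the test, at 0.341 ± 0.144 CPM without and 0.394 ± 0.292 CPM with IL1β (exact permutation test, two-sided p = 0.686). GDF15, a secreted stress cytokine, rose from 118 ± 26.4 to 401 ± 112 CPM (log2 fold change 1.76, standard error 0.24, adjusted p = 0.0115 from edgeR's quasi-likelihood test). BBC3, the gene of the proapoptotic protein PUMA, rose from 18.1 ± 5.40 to 57.9 ± 12.4 CPM (log2 fold change 1.68, standard error 0.27, adjusted p = 0.0233), with an adjusted p of 0.0639 to 0.0788 without untreated replicate 3 or IL1β replicates 7 or 8. PMAIP1, the gene of the proapoptotic protein NOXA, singled out after its values were seen, had a log2 fold change of 1.41 (standard error 0.25, adjusted p = 0.0358), with an adjusted p of 0.063 to 0.124 without any library but IL1β replicate 5 and of 5.0e-05 to 0.0843 over the other scalings, filters and tools, the highest with library size only.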

To analyze the global perturbation of IL1β stimulation on the A498 RCC cell line, we performed Gene Set Enrichment Analysis (GSEA) on the transcriptional profiles against the hallmark gene sets. 

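Interferon-stimulated genes were higher with IL1β in 3 of the 4 treated cultures. IRF7, a transcription factor that amplifies type I interferon responses, rose from 11.2 ± 3.43 to 38.3 ± 7.89 CPM (SD, n = 4 each), a log2 fold change of 1.77 (standard error 0.27, adjusted p = 0.0189 from edgeR's quasi-likelihood test). Its adjusted p was 0.054 to 0.0717 without untreated replicate 3 or IL1β replicates 6, 7 or 8. MX1, an antiviral GTPase, rose from 51.5 ± 15.8 to 341 ± 172 CPM (log2 fold change 2.73, standard error 0.47, adjusted p = 0.0306), with an adjusted p of 7.6e-04 without IL1β replicate 5 and of 0.0529 to 0.125 without any other library. Over the other scalings, filters and tools the adjusted p of MX1 was 2.5e-07 to 0.0512, the highest with library size only. Of 36 measured type I interferon-stimulated genes 6 rose (ISG15, MX1, IRF7, CMPK2, SAMD9L and PARP14), none fell and 30 did not pass, though all 36 had a higher mean with IL1β and 32 rose when adjusted over the list alone (camera adjusted p = 2.2e-36, and adjusted p = 0.0334 with an estimated correlation). Their mean log2 level relative to the 8 libraries was -0.82 in IL1β replicate 5, 1.24 to 1.51 in the other IL1β libraries and -1.02 to -0.66 in the untreated ones. Without IL1β replicate 5, 26 of the 36 rose. In edgeR 3, 1 and 1 rose without untreated replicates 1, 2 or 4, and 0 without untreated replicate 3 or IL1β replicates 6, 7 or 8, where 32 had an unadjusted p under 0.05 with all libraries and 23 rose in DESeq2. With library size only, 1 rose.

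IRF1, a transcription factor of the interferon-γ response, rose from 61.0 ± 25.1 to 252 ± 38.4 CPM (log2 fold change 2.05, standard error 0.28, adjusted p = 0.0115 from edgeR's quasi-likelihood test, and 0.0503 without IL1β replicate 8). GBP4, an interferon-induced GTPase, rose from 2.01 ± 0.338 to 16.0 ± 8.70 CPM (log2 fold change 3.00, standard error 0.50, adjusted p = 0.0278). Its adjusted p was 6.3e-04 without IL1β replicate 5, 0.0641 to 0.108 without any other library, and 1.8e-07 to 0.0886 over the other scalings, filters and tools, the highest with limma-voom. Of 28 measured genes of antigen presentation and the interferon-γ response, these 2 rose with the peptide transporter gene TAP1 and the proteasome gene PSMB9, none fell and 24 did not pass, while 14 rose when adjusted over the list alone (camera adjusted p = 5.2e-15, and adjusted p = 0.0101 with an estimated correlation). TAP1 and PSMB9, both singled out after their values were seen, overlap each other on opposite strands and had log2 fold changes of 1.10 (adjusted p = 0.0321) and 0.86 (adjusted p = 0.0489). Without a single library their calls ended, TAP1 at an adjusted p of 0.0898 to 0.126 without untreated replicates 2 or 3 or IL1β replicates 6, 7 or 8 and PSMB9 at 0.0515 to 0.17 without any of the 8, and with library size only they were 0.062 and 0.0963. The list count was 7 without IL1β replicate 5, 1 without untreated replicates 2 or 3 or IL1β replicates 6 or 7, 0 in edgeR without IL1β replicate 8 (16 at an unadjusted p under 0.05 with all libraries and 10 in DESeq2), and 2 with library size only.

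IL15RA, the receptor chain that presents IL15, rose from 10.4 ± 2.04 to 39.9 ± 2.22 CPM, a log2 fold change of 1.94 (standard error 0.18, adjusted p = 0.00191 from edgeR's quasi-likelihood test). In the list of JAK-STAT signaling by IL6-type and related cytokines, 6 of 38 genes rose (SOCS3, LIF, IFNGR1, IFNAR2, IL15RA and CEBPD), none fell and 32 did not pass, while 18 rose when adjusted over the list alone (camera adjusted p = 8.1e-18, and adjusted p = 0.00931 with an estimated correlation). The count was 3 without untreated replicates 1 or 2 or IL1β replicate 6, and 2 without IL1β replicate 8.

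**Figure D1:**
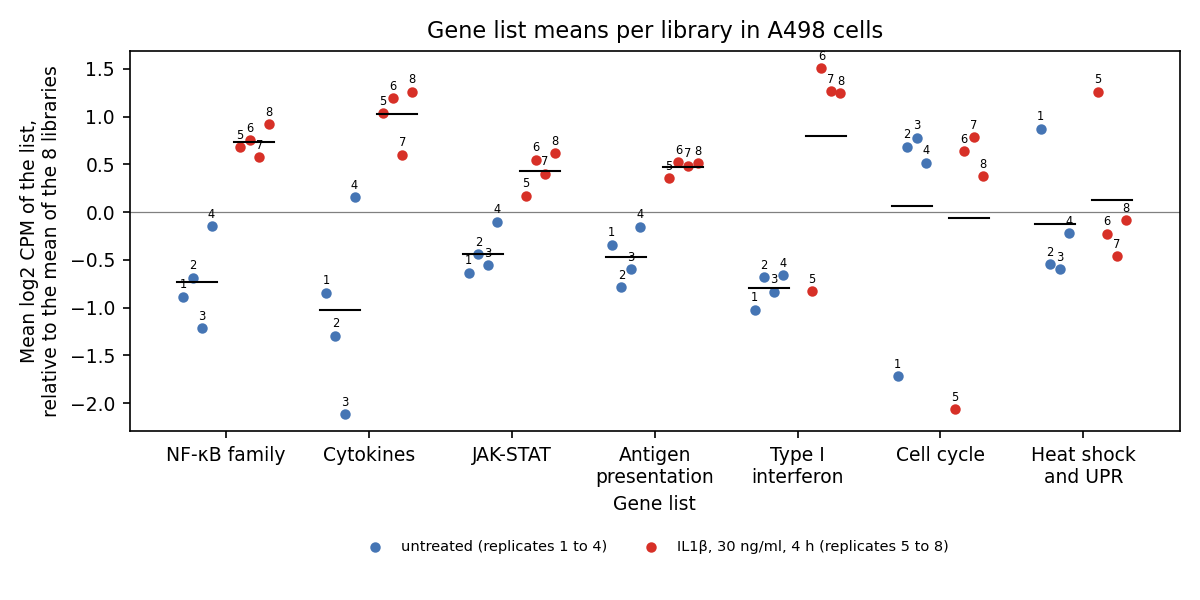
Mean log2 CPM of 7 gene lists in each of the 8 libraries, relative to the mean over the libraries; each point is a library with its replicate number and the black line is the mean of its group. In the type I interferon list IL1β replicate 5 lies among the untreated libraries, and in the cell cycle and the heat shock lists it lies beside untreated replicate 1, apart from the other 6.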

Among the most enriched pathways (NES >2 and FDR < 0.25), several immune-related signatures emerged such as TNFα signaling, interferon and inflammatory response, IL6-JAK-STAT3 signaling, and allograft rejection (**Figure 3B**).

Next, we performed GSEA against the gene ontology biological processes (GOBP) and the curated canonical pathway (C2CGP) collections of datasets; specifically, to determine which subsets of genes contributed the most to the enrichment signals, we performed the leading-edge analysis for the most enriched pathways. 

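A group of 8 inflammatory genes that the study draws from these libraries, CCL20, CXCL1, CXCL2, CXCL3, CXCL8, CXCL10, ICAM1 and IL6, had higher means with IL1β throughout. CXCL3 rose from 7.93 ± 6.98 CPM to 587 ± 215 CPM (SD, n = 4 each), a log2 fold change of 6.21 (standard error 0.76, adjusted p = 0.00756 from edgeR's quasi-likelihood test). CXCL2 rose from 25.6 ± 22.2 to 761 ± 318 CPM (log2 fold change 4.89, standard error 0.64, adjusted p = 0.011), and both CXCL2 and CXCL3 kept an adjusted p under 0.05 with any 1 library left out. These neutrophil chemokines and CXCL1 are close paralogs on chromosome 4 of hg38 (CXCL1 from 73869393, CXCL3 from 74036589 and CXCL2 from 74097040) that may share reads. CXCL1 rose from 15.3 ± 20.8 to 827 ± 196 CPM (log2 fold change 5.76, standard error 0.98, adjusted p = 0.0284). CCL20, a chemokine of dendritic and T cells, rose from 2.24 ± 3.02 to 281 ± 121 CPM (log2 fold change 6.98, standard error 1.15, adjusted p = 0.0245). ICAM1, an adhesion receptor for leukocyte integrins, rose from 333 ± 235 to 2216 ± 187 CPM (log2 fold change 2.73, standard error 0.44, adjusted p = 0.0235). Without untreated replicates 1 or 2 or IL1β replicates 6, 7 or 8, the adjusted p of CXCL1, CCL20 and ICAM1 was 0.0527 to 0.116. CXCL10, an interferon-induced chemokine of T cells, was at 1.77 ± 1.54 CPM without and 40.4 ± 26.4 CPM with IL1β, and at 3.31 CPM in IL1β replicate 5 (log2 fold change 4.54, standard error 0.98, adjusted p = 0.0721, and 0.0111 without that library). In edgeR 6 of the 8 rose, none fell, and IL6 and CXCL10 did not pass. With the pair as a term, a setting added for named genes after the data were seen, these 6 did not pass in every one of the 24 pairings. CXCL2 and CXCL3 each passed in 16, CXCL1 in 10, ICAM1 in 9, CCL20 in 8 and CXCL8 in 6. All 8 rose when adjusted over the list alone and also in DESeq2, 7 rose in limma-voom, and 2 rose in edgeR without untreated replicates 1 or 2 or IL1β replicates 6, 7 or 8. Camera gave an adjusted p = 2.2e-31, and adjusted p = 0.00931 with an estimated correlation, for genes chosen on these same libraries, which is not independent evidence.

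**Figure D2:**
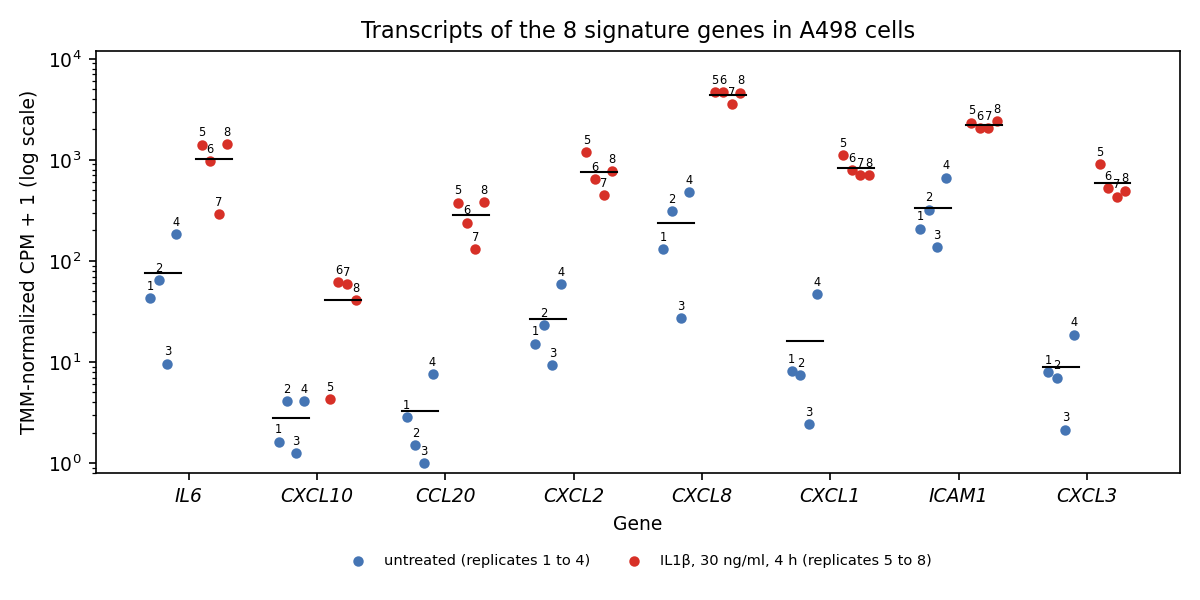
CPM (TMM, with 1 added, log axis) of 8 inflammatory genes in each library; each point is a library with its replicate number and the black line is the mean of its group. For each of the 8 genes all IL1β libraries lie above all untreated ones, and IL1β replicate 5 is the lowest treated library for CXCL10. There the margin is narrow, at 3.31 CPM (45 counts) against 3.10 and 3.09 CPM (56 and 62 counts) in untreated replicates 2 and 4.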

The intersection between leading edge analysis of GOBP and C2CGP showed distinct common upregulated genes including several chemokines, IL6 and ICAM1 (**Figure 3C**). In detail, a signature of eight genes, namely, IL6, CXCL10, CCL20, CXCL2, CXCL8, CXCL1, ICAM1, and CXCL3, emerged and highlighted ccRCC patients with adverse clinical outcomes expressing elevated levels of at least one of these mRNAs (**Supplementary Figure S6**). Specifically, the median month overall survival (95% CI) was 53.42 for the altered group (n = 92) and NA for the unaltered group (n = 418).

Finally, to address if besides the inflammatory and immunological pathways other molecular interactions or biological pathways were relevant, we built the EnrichmentMap on Cytoscape using the default parameters for similarity based on our GSEA of the GOBP pathways. We then looked for macroareas taking advantage of AutoAnnotate, an app that automatically groups and collapses clusters. 

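LIF, a cytokine of the IL6 family, rose from 162 ± 71.0 CPM without IL1β to 617 ± 122 CPM with it (SD, n = 4 each), a log2 fold change of 1.93 (standard error 0.32, adjusted p = 0.0243 from edgeR's quasi-likelihood test). Its adjusted p was 0.0626 to 0.108 without untreated replicates 1 or 2 or IL1β replicates 6 or 8. IL36G, an epithelial member of the IL1 family, had 1 count in the 4 untreated libraries and 4.07 ± 1.65 CPM with IL1β, a ratio of 338 (95% counting interval 60.2 to 13400, adjusted p = 0.00172 from the same test). TNFSF10, the gene of the death ligand TRAIL, rose from 11.3 ± 2.00 to 67.6 ± 30.6 CPM (log2 fold change 2.58, standard error 0.37, adjusted p = 0.0144), with an adjusted p of 0.051 to 0.0587 without untreated replicates 2 or 3 or IL1β replicates 6 or 8. Of 24 measured cytokine genes of the interleukin, TNF and colony-stimulating factor families, these 3 and CSF2 rose, none fell and 20 did not pass, while 11 rose when adjusted over the list alone (camera adjusted p = 2.7e-22, and adjusted p = 0.0128 with an estimated correlation). The count was 1 without untreated replicate 2 or IL1β replicates 6 or 8, and 7 without untreated replicate 4.

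IL1R1, the signaling receptor of IL1β, was at 56.2 ± 8.55 CPM without and 78.8 ± 19.9 CPM with IL1β (log2 fold change 0.49, standard error 0.22, adjusted p = 0.48 from edgeR's quasi-likelihood test). In the list of the IL1 and Toll-like receptor family with its adaptors and negative regulators, 1 of 29 measured genes rose (TICAM1), none fell and 28 did not pass, while 5 rose when adjusted over the list alone (camera adjusted p = 4.3e-04, and adjusted p = 0.0511 with an estimated correlation). Without untreated replicate 4 the list had 2 genes that rose, and without IL1β replicate 5 it had 3. Of the 67 measured genes of the real-time PCR array in Supplementary Table 1, 7 rose (CCL2, CSF2, CXCL8, IRF1, RELA, RIPK2 and TICAM1), none fell and 60 did not pass, while 20 rose when adjusted over the list alone (camera adjusted p = 4.7e-14, and adjusted p = 0.0135 with an estimated correlation). For the array genes the count was 3 without untreated replicates 1 or 2 or IL1β replicates 6 or 7, 2 without IL1β replicate 8 and 11 without untreated replicate 4.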

In accordance with our previous data, the most overrepresented area is related to “production response signaling” which includes several inflammatory and immune-related pathways (**Figure 3D**). 

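RIPK2, a kinase that relays signals of intracellular pattern receptors to NF-kB, rose from 87.6 ± 25.8 CPM without IL1β to 356 ± 70.9 CPM with it (SD, n = 4 each), a log2 fold change of 2.02 (standard error 0.25, adjusted p = 0.00828 from edgeR's quasi-likelihood test). TNFAIP8, which counters apoptosis, rose from 25.0 ± 5.02 to 74.7 ± 15.4 CPM (log2 fold change 1.58, standard error 0.22, adjusted p = 0.0115, and 0.0503 without IL1β replicate 8). Of 39 measured apoptosis regulators 8 rose, among them BID, BBC3, PMAIP1, TNFSF10, CASP10, RIPK2 and TNFAIP8, none fell and 31 did not pass, while 15 rose when adjusted over the list alone (camera adjusted p = 1.8e-17, and adjusted p = 0.00931 with an estimated correlation). The count of apoptosis regulators was 2 to 5 without any library but IL1β replicate 5. SELE, the adhesion receptor E-selectin, had no count without IL1β and 5.84 ± 4.18 CPM with it, at least 171-fold higher against a floor of 3 counts over the group (adjusted p = 0.0168 from the same test, and 0.0588 without IL1β replicate 6). ICAM4, a further integrin ligand chosen after its values were seen, rose by a log2 fold change of 3.88 (standard error 0.63, adjusted p = 0.0235, and 0.0581 to 0.102 without untreated replicates 2 or 3 or IL1β replicates 6, 7 or 8). Of 24 measured adhesion molecules 3 rose (SELE, ICAM1 and ICAM4), none fell and 21 did not pass, while 4 rose when adjusted over the list alone (camera adjusted p = 2.4e-05, and adjusted p = 0.0194 with an estimated correlation). Their count was 1 without untreated replicate 2 or IL1β replicates 7 or 8, and 0 in edgeR without IL1β replicate 6 (6 at an unadjusted p under 0.05 with all libraries and 5 in DESeq2).

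TNFAIP6, which encodes a hyaluronan-binding protein of inflamed tissue, rose from 19.4 ± 6.96 to 191 ± 16.3 CPM (log2 fold change 3.30, standard error 0.31, adjusted p = 0.00172 from edgeR's quasi-likelihood test). It was the gene that rose of 32 measured genes of wound healing and coagulation, none fell and 31 did not pass, while 3 rose and 2 fell when adjusted over the list alone. Camera gave this list an adjusted p = 0.0538, and adjusted p = 0.42 with an estimated correlation, with 0.00961 to 0.0281 without the filter, with library size only or with upper-quartile factors. Without untreated replicates 1 or 4 or IL1β replicates 5 or 7 it was 0.00903 to 0.0236, and 2 genes rose without untreated replicate 1 or IL1β replicate 5. The zinc importer gene SLC39A14 was at 313 ± 187 CPM without and 839 ± 194 CPM with IL1β (log2 fold change 1.42, standard error 0.41, adjusted p = 0.193 from edgeR's quasi-likelihood test). MT2A, which encodes a zinc-binding metallothionein, was at 233 ± 69.4 and 649 ± 387 CPM (log2 fold change 1.48, standard error 0.39, adjusted p = 0.143). Of 22 measured zinc transporters and metallothioneins 0 rose or fell in edgeR, also when adjusted over the list alone, 3 were higher at an unadjusted p under 0.05, and the 2 genes named rose in DESeq2 (camera adjusted p = 0.177, adjusted p = 0.404 with an estimated correlation, and 0.0177 without untreated replicate 1).

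NRP2, a coreceptor of VEGF and semaphorins, was at 621 ± 114 CPM without and 1098 ± 45.3 CPM with IL1β (log2 fold change 0.82, standard error 0.17, adjusted p = 0.0617 from edgeR's quasi-likelihood test). THBS1, an inhibitor of angiogenesis, had a log2 fold change of 0.26 (standard error 0.69, adjusted p = 0.946). Of 30 measured angiogenesis factors and receptors 0 rose or fell in edgeR, 3 were higher and 2 lower at an unadjusted p under 0.05, 1 rose and 1 fell in DESeq2, and 1 rose when adjusted over the list alone (camera adjusted p = 0.879). Among 48 measured developmental regulators of differentiation 0 rose or fell in edgeR, 6 were higher and 11 lower at an unadjusted p under 0.05, 4 rose and 5 fell in DESeq2, and 4 rose and 7 fell when adjusted over the list alone. Their median log2 fold change was -0.24 (camera adjusted p = 0.0154, and adjusted p = 0.277 with an estimated correlation). Camera gave them 0.0504 with the filter at 1 CPM in 4 libraries, 0.182 without untreated replicate 4 and 0.0871 without IL1β replicate 5, and 2 fell without untreated replicate 1 or IL1β replicate 5. INHBA, a subunit of activin, was at 79.1 ± 33.4 and 210.3 ± 57.3 CPM (log2 fold change 1.41, standard error 0.37, adjusted p = 0.139), and the receptor gene NOTCH2 had a log2 fold change of -0.14 (standard error 0.20, adjusted p = 0.875). The lists of wound healing, zinc transport, angiogenesis and differentiation are short and differ from the gene ontology sets that the paper mapped. Those sets were not tested here.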

Notably, additional clusters emerged as composed of pathways involved in cell differentiation, tissue migration chemotaxis, zinc ion transport, apoptosis, angiogenesis, and wound healing (**Figure 3D**).

To validate some of the differentially expressed genes identified, we focused our attention on two different ccRCC cell lines (Caki1 and A498); we stimulated the cells with increasing amounts of IL1β for 4 h, and we measured the expression levels of NFKBIZ as the most distinctive transcription factor of the IL1R and TLR signaling pathways that emerged from RNA-sequencing. We detected significantly increased amounts of NFKBIZ transcripts in both A498 and Caki1 cells (**Figures 4A, E**); this was paralleled by a corresponding increase of the mRNA encoding for the proinflammatory cytokine IL6 that is specifically controlled by NFKBIZ itself in a feedforward regulatory network and that emerged from RNA-sequencing as well (**Figures 4B, F**). Similarly, the mRNA specific for metalloprotease-1 (MMP-1) showed a trend of increase (**Figures 4C, G**) while SIGIRR mRNA levels were not affected (**Figures 4D, H**). The checkpoint protein PD-L1 was significantly increased in both A498 and Caki1 cells (**Figure 4I**). Somewhat surprisingly, the levels of the genes analyzed were not increased in a dose-dependent manner, suggesting that even low doses of IL1 are enough to reach full activation.

**Figure 4:**
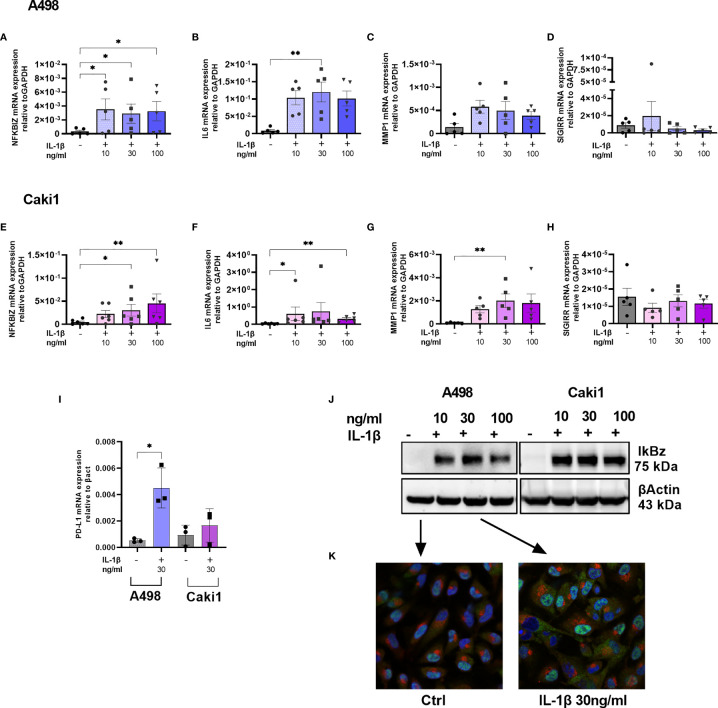
IL1-mediated cell activation and immune evasion in RCC. NFKBIZ **(A, E)**, IL6 **(B, F)**, MMP1 **(C, G)**, SIGIRR **(D, H)**, and PDL1 **(I)** mRNA expression levels in A498 **(A–D, I)** and CAKI1 **(E–H, I)** cell lines with or without stimulation with increasing concentration of IL1β (10–30–100 ng/ml) for 4 h were measured by qRT-PCR and expressed as mean ± SEM of at least five independent experiments. *p < 0.05, **p < 0.01. **(J)** IkBz protein expression after IL1β stimulation for 4 h in A498, and CAKI1 was assessed by Western blot analysis. B-Actin was used as loading control. **(K)** Representative confocal microscopy images of untreated and treated A498 cells with IL1β 30 ng/ml. IkBz protein in green, golgin in red, and 4,6-diamidino-2-phenylindole (DAPI) staining cell nuclei in blue (original magnification ×40).

To validate IL1β-induced IkBz expression at the protein level, we performed Western blot analysis on Caki1 and A498 cell extracts; while untreated cells did not express IkBz, we detected increased levels after IL1β stimulation (**Figure 4J**). We performed an immunofluorescence experiment using antibodies specific for IkBz protein (green color) or for golgin (red color), and we stained the nuclei with DAPI (blue color); after stimulation, IkBz localized in the nucleus, but there was a bright and diffuse signal also in the cytoplasm with no signal in the Golgi (**Figure 4K**).

### IL1β-Mediated Signaling Is Dampened by SIGIRR Overexpression

To test if SIGIRR overexpression was able to dampen intrinsic IL1 signaling in RCC cells, we transiently transfected A498 with SIGIRR expression plasmid or empty vector; as expected, SIGIRR-transfected cells showed very high levels of SIGIRR mRNA and protein (**Figures 5A, C**). However, the transient transfection per se, either with the mock and even with SIGIRR-containing plasmid, caused an “aspecific” increase in the basal levels of expression of downstream mRNAs. Nonetheless, when we exposed the cells to IL1β for 4 h, we confirmed induction of NFKBIZ (**Figure 5B**) and IL6, PD-L1, and ICAM1 mRNAs (**Supplementary Figure S7**). A trend of lower induction was observed for all these genes when SIGIRR was overexpressed as compared to the empty vector: **Figure 5B** and **Supplementary Figure S7** show the average expression levels as the ratio of IL1-treated/untreated cells. Western blot analysis confirmed a decrease in IkBz protein levels in cells overexpressing SIGIRR as compared to mock transfected cells (**Figure 5D** shows one representative experiment out of 4).

**Figure 5:**
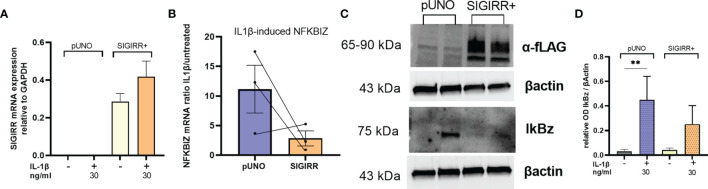
SIGIRR overexpression downregulates IL1 signaling in RCC cells. SIGIRR containing plasmid or empty vector were transiently transfected into A498 cells to induce SIGIRR overexpression **(A)**; transfected cells were analyzed for their responsiveness to IL1β (30 ng/ml) in terms of NFKBIZ **(B)** mRNA levels relative to GAPDH and B-actin expressed as ratio of IL1-treated/untreated (mean ± SEM of three independent experiments). **(C)** Western blot analysis of one representative experiment to analyze SIGIRR overexpression and IkBz regulation before and after IL1 stimulation. **(D)** Densitometric analysis of Western blot results (mean ± SEM of four independent experiments); **p<0,005.

Overall, these results suggest that SIGIRR downregulation unleashes IL1 signaling intrinsic to renal cell carcinoma cells.

## Discussion

To address if distinct immune receptors may be expressed by renal epithelial tumor cells and may directly regulate their pathobiology when associated with inflammation, we performed an expression profile of inflammatory receptors in kidney tumor tissues as compared to normal adjacent samples. Distinct TLRs are expressed by RCC, but TLR3 is the only one significantly unregulated; accordingly, a previous report suggested that TLR3 may be exploited as a novel therapeutic target (52).

TLR2 and TLR4 are downregulated in three cell lines out of four analyzed; in contrast, TLR4 is upregulated in RCC tissue samples isolated from patients while TLR2 is slightly downregulated (**Supplementary Table 1**). NR2C2, MAPK8, PPARA, and PTGS2 are all downregulated in tumor versus normal tissues. NR2C2, nuclear receptor subfamily 2 group C member 2, encodes a protein that can either activate or repress gene transcription and plays a role in protecting cells from oxidative stress (https://www.genecards.org). MAPK8 is a member of the MAP kinase family involved in multiple processes such as proliferation, migration, and cell death and is a part of a cascade that regulates AP-1 transcriptional activity and NF-kB pathway. PPARA, peroxisome proliferator activated receptor alpha, is another nuclear transcriptional regulator involved in proliferation and inflammation and is antagonized by NR2C2. PTGS2, known as cyclooxygenase, is an inducible enzyme that regulates prostaglandin synthesis during inflammation. The overall functional role of these enzymes or transcription factors in respect to inflammatory stimulation will deserve further future investigation.

Finally, TOLLIP and SIGIRR, both negative regulators of inflammatory signaling, are downregulated in primary samples as well as cell lines.

While it was previously known that SIGIRR is highly expressed in the kidney (33), no data were available on the expression and function of this molecule in clear cell RCC. We herein demonstrate that SIGIRR is strikingly downregulated in RCC cells from both primary tumors and cell lines representing different tumor types. Bioinformatic analysis confirmed that SIGIRR mRNA levels are lowest in the most aggressive clear cell subtype of RCC, but it is downregulated also in the papillary and chromophobe tumors. A trend toward lower levels of SIGIRR mRNA expression was observed in patients with shorter overall survival in a large cohort of cases including all the different kidney cancer types from TCGA database (**Supplementary Figure S4**); however, when the analysis was performed by dividing the different tumor subtypes, no difference was observed among cases expressing different levels of SIGIRR, suggesting that SIGIRR downregulation specifically marks a clear cell RCC histotype (the most aggressive subtype) rather than overall survival.

It is not known if SIGIRR downregulation is a marker of the tumor cell of origin or if it is downregulated in tumor cells during/after carcinogenesis. While the exact origin of each tumor subtype is ill-defined, single-cell transcriptomics is shedding light on the cellular identity of renal tumors (53, 54); future studies will help to elucidate the exact molecular mechanisms governing SIGIRR expression in distinct RCC subtypes as compared to their “normal counterpart.”

The activation of TLR and IL1R family members is dampened by the SIGIRR receptor (28, 29). Accordingly, lack of SIGIRR in mouse models unleashes constitutive inflammation mainly mediated by macrophages and dendritic cells (55). Nonetheless, SIGIRR is highly expressed in NK cells where it represses their antitumor and antiviral activities acting as a checkpoint (56). On the other hand, tumor-suppressive functions of SIGIRR have been recently described in intestinal cancer where the exacerbated activation of epithelial cells and tumor-infiltrating leukocytes lacking SIGIRR favors cancer progression in different mouse models (30, 57).

Regarding the intrinsic role of SIGIRR to tumor cells, few studies are available. In chronic lymphocytic leukemia, SIGIRR is specifically downregulated at both RNA and protein levels (30, 31). Treatment with demethylating agents restores SIGIRR expression, suggesting that a mechanism of DNA methylation operating in tumor cells is responsible for SIGIRR shutdown; however, methylation profiles around SIGIRR were not different among normal and leukemic cells, suggesting that other regulatory mechanisms and/or genes are involved (30). Our current data on the methylation profile of ccRCC samples from TCGA database indicate no evident differential methylation around the SIGIRR promoter in tumor versus normal samples, again suggesting that additional mechanisms regulating SIGIRR are yet to be identified.

In addition, an epithelial intrinsic tumor-suppressive role of SIGIRR was demonstrated in mice where SIGIRR protected from genetically driven colon carcinogenesis (30). Quite the opposite, in breast cancer SIGIRR is upregulated and promotes tumor growth (32). To understand how the observed SIGIRR downregulation impacted on renal cancer cells, we first aimed at the identification of the key molecules induced by IL1 to address if they were modulated by SIGIRR.

We performed RNA-sequencing analysis of the A498 cell line either untreated or treated with IL1β *in vitro*. Overall, the data show an inflammatory signature similar to immune cells and characterized by prototypic molecules such as cytokines (e.g., IL6) and chemokines (e.g., IL8), checkpoint proteins (e.g., PD-L1), metalloproteases (e.g., MMP1), and transcription factors (e.g., NFKBIZ). Among them, a signature of eight genes including IL6, CXCL10, CCL12, CXCL12, CXCL8, CXCL1, ICAM1, and CXCL3 emerged and highlighted patients with adverse clinical outcomes (TCGA database, **Supplementary Figure S6**). In addition, pathways involved in cell differentiation, tissue migration chemotaxis, zinc ion transport, apoptosis, angiogenesis, and wound healing emerged and are potentially highly relevant in the context of cancer. 

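IL6, which lies on chromosome 7 of hg38 from 22725884 to 22732002 with IL6-AS1 on the other strand, was at 74.2 ± 75.8 CPM without and 1024 ± 535 CPM with IL1β (SD, n = 4 each). The log2 fold change of 3.79 (standard error 0.86) had an unadjusted p of 0.00141 and an adjusted p of 0.0847 from edgeR's quasi-likelihood test. All 4 IL1β libraries (289 to 1433 CPM) lay above all 4 untreated ones (8.61 to 183 CPM). Without untreated replicate 4, the highest of them, its adjusted p was 0.0433, and over the other scalings, filters and tools it was 6.9e-06 in DESeq2 to 0.101 with library size only. MMP1, the gene of interstitial collagenase on chromosome 11 from 102789401 to 102798160, was at 295 ± 399 CPM without and 66.1 ± 59.7 CPM with IL1β. Its log2 fold change was -2.16 (standard error 1.27, adjusted p = 0.617 from the same test). The 4 untreated libraries had 265, 37.1, 10.1 and 869 CPM of MMP1 and the 4 IL1β libraries 24.0, 114, 5.69 and 121 CPM, so the difference lay within the spread of the replicates (exact permutation test, two-sided p = 0.314). MMP9, a gelatinase, was at 1.08 ± 0.313 and 1.89 ± 1.59 CPM (log2 fold change 0.78, standard error 0.54, adjusted p = 0.694 from edgeR's quasi-likelihood test). The paper describes the response of A498 cells to IL1β as an inflammatory signature like that of immune cells.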

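CXCL12, a chemokine of stromal cells on chromosome 10 of hg38 from 44370165 to 44386493, was close to the limit of detection in A498 cells. The 4 untreated libraries averaged 0.0570 ± 0.0644 CPM and the 4 IL1β libraries 0.206 ± 0.352 CPM, with 17 counts in IL1β replicate 6 and at most 3 in any other library. The exact permutation test gave a two-sided p of 0.714, and a difference was not detectable at this depth.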

Among the differentially expressed genes resulting from RNA-seq, the following were validated by real-time PCR and used as surrogate markers after IL1 stimulation in the final experiments where SIGIRR expression was manipulated: MMP1, ICAM1, PD-L1, IL6, and NFKBIZ.

The induction of MMP1 and ICAM was previously reported to be activated by IL1 in renal cancer cells, suggesting that this pathway could favor tumor metastasis (49, 50).

PD-L1 (CD274) expression has a prognostic value in RCC where a higher level of this immune checkpoint regulator is a negative prognostic factor (58, 59). Our data demonstrate that IL1b may directly upregulate PD-L1 in cancer cells, thus explaining a mechanistic way whereby inflammatory stimulation may favor immune escape while at the same time recruiting additional immune cells through chemokine release. Moreover, IL1-stimulated RCC cells expressed higher levels of CXCL8 (IL-8) that was previously associated with lack of response to immune checkpoint inhibitors (60), further reinforcing the pro-tumoral role of IL1 not only on the immune microenvironment but also acting directly on epithelial malignant cells.

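CXCL8, the neutrophil chemokine on chromosome 4 of hg38 from 73740519 to 73743716, rose from 235 ± 199 CPM in untreated cells to 4373 ± 533 CPM with IL1β (SD, n = 4 each). This is a log2 fold change of 4.21 (standard error 0.73, adjusted p = 0.0319 from edgeR's quasi-likelihood test). The untreated libraries ranged from 26.0 to 477 CPM and the IL1β libraries from 3574 to 4653 CPM. The adjusted p was 0.0695 to 0.118 without untreated replicates 1 or 2 or IL1β replicates 6, 7 or 8.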

IL6 is a well-known pro-tumoral autocrine factor for RCC cells (22, 45); moreover, a recent report demonstrated that epithelial memory is induced by inflammatory insults and that may promote pancreatic tumorigenesis mainly through the activity of immune-derived interleukin-6 directed onto cancer cells (61). It is tempting to speculate that a similar mechanism may operate in renal cancer whereby the production of interleukin-1 by tumor-infiltrating monocytes may not only stimulate RCC cells to sustain an inflammatory microenvironment but also induce epithelial memory impacting on tumor progression through IL6 production.

To note, besides the involvement of the classic NFKB pathway, RNA-seq data showed that IL1β stimulation led to a significant increase in NFKBIZ expression. NFKBIZ is an atypical transcription co-factor belonging to the IKB family specifically induced by TLR and IL1R (62); it is necessary to mount an efficient immune response to pattern recognition receptors specifically regulating the secondary wave of innate immunity after classic NF-kB activation (63). Moreover, its overexpression has been implicated in cell viability and chemoresistance in B-cell lymphomas (64, 65); however, no data were available on NFKBIZ in RCC. We show that NFKBIZ mRNA is low to undetectable in unstimulated tumor cells while it is induced by IL1β in two different ccRCC cell lines, although it was not increased in a dose-dependent manner. The corresponding IkBz protein is produced and localized mainly into the nucleus, marking ongoing inflammatory signaling. The cytoplasmatic form of IkBz that was detected in stimulated tumor cells suggests a novel function unrelated to DNA transcription to be further explored.

The overexpression of SIGIRR in RCC cells attenuated IL1-induced NFKBIZ activation, with a trend of effect on IL6, PD-L1, and ICAM1 induction, suggesting that SIGIRR manipulation may be beneficial to block IL1 in kidney cancer. Nevertheless, a possible limitation of our study is that transient transfection may underestimate the whole functional effects of SIGIRR overexpression, and future experiments are needed to dissect the molecular pathways involved downstream of SIGIRR upregulation. Moreover, we should not overlook the potential effect of other molecules in regulating IL-1-mediated effects; in particular, TOLLIP downregulation may contribute to the sensitivity of the cells to IL-1, and TLR3 overexpression may modulate inflammatory signaling as well.

IL1 treatment was initially proposed for immunotherapy of RCC either alone or in combination with IL2 with variable results (66–68); it was suspected that the toxicity associated with IL2 treatment could be partially due to the induction of IL1 and thus anti-IL1 molecules such as a soluble IL1R were tested in both preclinical and clinical studies with no clear protection from toxic effects (69).

Additional studies underlined a potential pro-tumoral and pro-metastatic role of IL1 acting on the endothelial cells and on the invasive potential of cancer cells (49, 70, 71); moreover, IL1-producing monocytes and macrophages or IL1-dependent myeloid-derived suppressor cells were scrutinized for their role in shaping a protumor immune microenvironment in mice (21, 27, 72). Anti-IL1 or anti-IL1R antibodies delayed tumor progression in different mouse models (27) (72). Based on all these observations, a clinical trial is ongoing with anti-IL1 antibodies together with immune checkpoint inhibitors (NCT04028245; link: https://clinicaltrials.gov/ct2/show/NCT04028245) (73).

In summary, we characterized the expression of SIGIRR and the activation of downstream pathways in RCC after IL1B stimulation. Our study shows that SIGIRR downregulation in RCC cells unleashes an inflammatory signaling intrinsic to renal cancer cells that leads to NFKBIZ activation, IL6 induction, MMP1 upregulation, and notably higher levels of PD-L1 and ICAM1 expression. Elucidating the molecular mechanisms leading to SIGIRR deregulation in RCC and targeting them may be crucial to dampening pro-tumoral pathways. In addition, manipulating SIGIRR expression in cancer cells may help to relieve IL1-mediated RCC activation and may complement the use of targeted drugs as well as checkpoint inhibitors; at the same time, a careful analysis of SIGIRR expression along markers of intrinsic cancer cell inflammation may help to dissect tumor heterogeneity as well as immunotherapy response, which is becoming pivotal in the clinical management of advanced and metastatic RCC.

## Data Availability Statement

The original contributions presented in the study are publicly available. This data can be found here: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE205851.

## Ethics Statement

The studies involving human participants were reviewed and approved by the Institutional Ethics Committee of San Raffaele Scientific Institute (Milan, Italy). The patients/participants provided their written informed consent to participate in this study.

## Author Contributions

MEM contributed to the conception and design of the study, performed the experiments and bioinformatic and statistical analysis, and wrote sections of the manuscript. IS performed the bioinformatic and statistical analyses and wrote sections of the manuscript. MV performed the experiment. MR analyzed the RNA sequencing data and supervised the bioinformatic analyses. CD performed the histochemical analysis. AL and UC provided patient samples and clinical information, supervised the specific analysis, and revised the manuscript. MM designed the study, coordinated the research, and wrote the manuscript. All authors contributed to the article and approved the submitted version.

## Funding

This work was supported in part by AIRC (IG-13042 and IG-23088).

## Conflict of Interest

Author MV is employed by Engitix Therapeutics Ltd.

The remaining authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: SIGIRR Downregulation and Interleukin-1 Signaling Intrinsic to Renal Cell Carcinoma
**Source:** Front Oncol. 2022 Jun 22;12:894413. doi: 10.3389/fonc.2022.894413
**Supplement:** Supplementary file 1

SUPPLEMENTARY FILES

Figure S1. Scatter plot showing array gene expression measured by Real-Time PCR of RCC cell lines versus normal kidney cells. A498 (A), CAKI1 (B), CAKI2 (C) and ACHN (D) are compared to N2 cells. The upregulated genes are indicated in red and the downregulated ones in blue colour.

Figure S2. SIGIRR relative expression in normal versus RCC samples; data from previously published microarray analyses as indicated are reported for different probes (52940_at in panels A,C,E and 218921_at in panels B,D,F).

Figure S3. DNA methylation profile of SIGIRR in renal cancer and adjacent normal tissue: Heat map representing DNA methylation status of SIGIRR genomic region retrieved from TCGA (The Cancer Genome Atlas) PAN-CANCER database. Methylation levels (Illumina 450k arrays data) were retrieved for renal cancer samples (850 samples) with web based tool UCSC Xena (University of California Santa Cruz Xena) and divided for cancer subtypes (KIRP=papillary renal cancer; KIRC=clear cell renal carcinoma; KICH=chromophobe renal cancer).

Figure S4. Kaplan Meier survival curves of RCC patients with high and low SIGIRR expression levels (above or below the quartile values respectively); pan RCC (A), clear cell RCC (B), papillary (C) and chromophobe (D) data were analyzed. Data from Xena browser.

Figure S5. Expression and exon structure of SIGIRR isoforms in normal kidney from GTEx and Renal Clear Cell Carcinoma (RCC) tissues from TCGA-KIRC. Each row in visualization shows the percentage of each isoform expression on the total expression levels (left) and transcript structure (right). Purple density indicates percentage of log₂(TPM) from GTEx normal kidney samples (28). Green density indicates those from TCGA-KIRC samples (531). Exon plot follows the same order as density plots, in light blue are represented the untranslated exons, in blue the translated ones. All plots are generated using UCSC Xena browser.

Figure S6. Analysis of the signature identified in Figure 3C in kidney renal cell carcinoma datasets (TCGA PanCancer Atlas). The expression of CCL20, CXCL10, CXCL1, CXCL2, CXCL3, ICAM1, IL6 mRNA was analyzed in clear cell renal cell carcinoma samples to identify the cases with high expression levels («altered» cases only are shown in Panel A). The cohort was divided in two groups: «Altered» and «Unaltered» based on the expression levels of at least one mRNA of the signature. Median months survival (overall survival, disease specific survival, progression free or disease free) were analyzed for the two groups (B). Overall survival curve is shown in panel C.

The heatmap represents gene expression of the following genes: CXCL8, CCL20, CXCL10, CXCL1, CXCL2, CXCL3, ICAM1, IL6 and SIGIRR. Raw counts data have been retrieved from GDC platform through TCGA-biolinks R Bioconductor library, filtered for presence of at least 1 count in at least 72 samples and normalized to base2 logarithmic cpm (lcpm). Standardized lcpm values of the signature genes through a set of 613 TCGA-KIRC project cases, 540 Primary Tumor samples, 1 Additional - New Primary and 72 Solid Tissue Normal. Columns have been ordered based on the sample type (i.e., “normal”, “primary tumor”) (D).

Figure S7. Transfected cells with SIGIRR containing plasmid or empty vector were analyzed for their responsiveness to IL1 β (30 ng/ml) in terms of IL6 (A), PDL1 (B) and ICAM1 (C) mRNA levels relative to GAPDH and/or B-actin expressed as ratio of IL1-treated/untreated (mean $\pm$ SEM of 3 independent experiments).

Table S1. List of genes analyzed by Real-Time PCR array.

Table S2. Summary of changes in Kegg-2021 and Bioplanet-2019 genesets ranked for their combination score. The statistical significance was assessed at p-value <0,005.

Supplementary
Figure S1

A

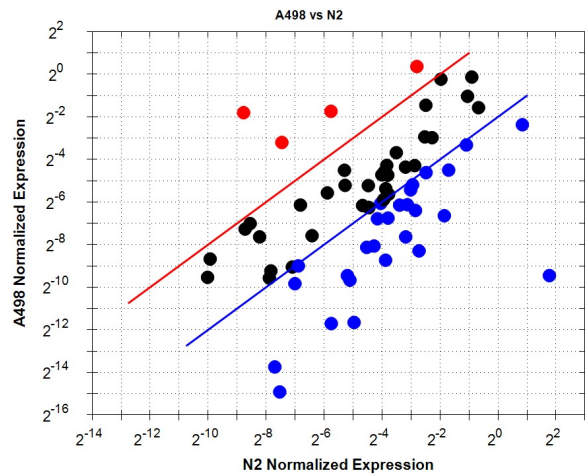

FOS	CD14	MAP3K7	SARM1
HSPD1	CLEC4E	MAPK8IP3	SIGIRR
IRAK1	CSF2	MYD88	TAB1
LY96	FADD	NFKB1	TICAM1
	IKBKB	NFKB2	TIRAP
	IL8	NFKBIA	TLR4
	IRAK2	NFRKB	TNFRSF1A
	IRF3	REL	TOLLIP
	MAP2K3	RELA	TRAF6

B

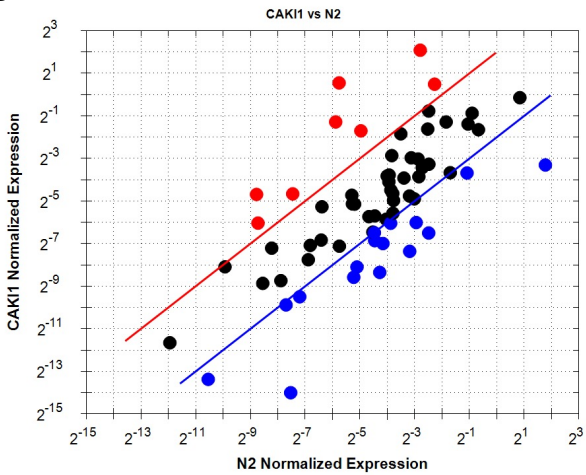

CSF2	CD14	PPARA
FOS	CLEC4E	SIGIRR
HSPD1	IL1A	TAB1
IL12A	LTA	TLR2
IL6	MAP2K3	TLR4
IRAK1	MAPK8IP3	TNF
LY96	NFRKB	TNFRSF1A
PRKRA	PELI1	TOLLIP

C

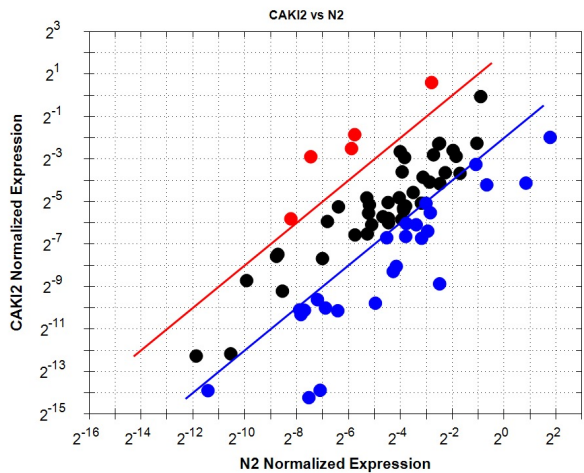

ECSIT	CD14	IRAK2	SIGIRR
HSPD1	CLEC4E	JUN	TICAM2
IRAK1	CSF2	MAP2K3	TIRAP
LY96	FADD	MAPK8IP3	TLR10
PRKRA	IKBKB	MYD88	TLR2
	IL1A	NFRKB	TLR5
	IL1B	NR2C2	TNFRSF1A
	IL8	PTGS2	TOLLIP
			TRAF6

D

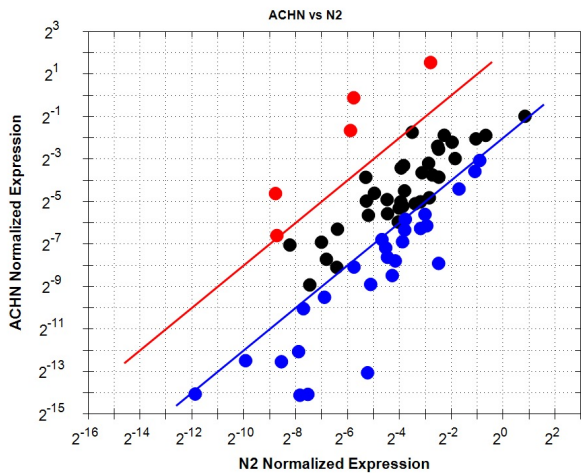

FOS	BTK	MYD88	TLR1
HSPD1	CD14	NFKB2	TLR2
IL12A	CXCL10	NFRKB	TLR4
IRAK1	ELK1	NR2C2	TLR5
PRKRA	FADD	PPARA	TNF
	HSPA1A	PTGS2	TNFRSF1A
	IKBKB	SIGIRR	TOLLIP
	MAP2K3	TICAM1	TAB1
	MAPK8IP3	TIRAP	

Supplementary
Figure S2

A

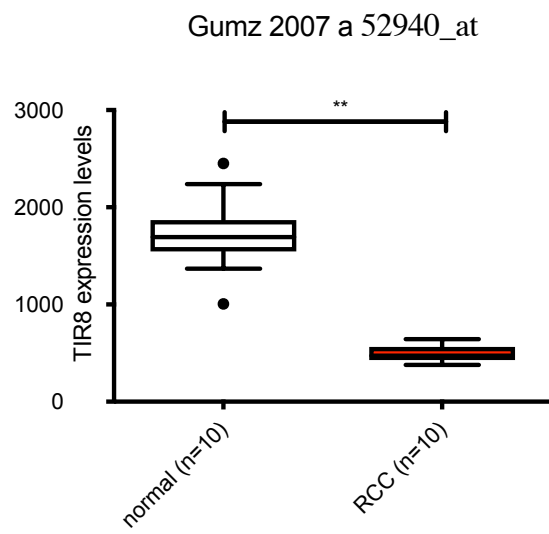

B

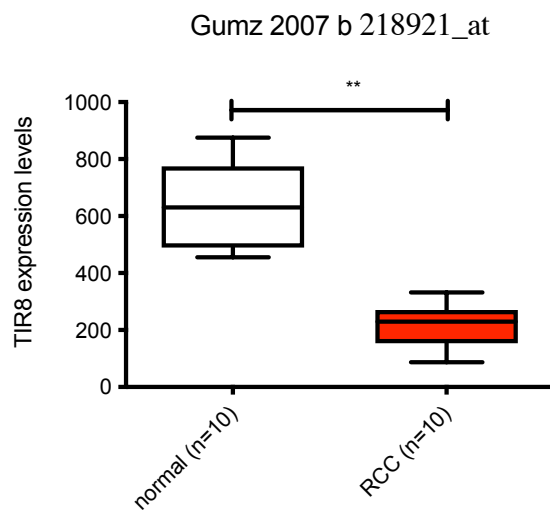

C

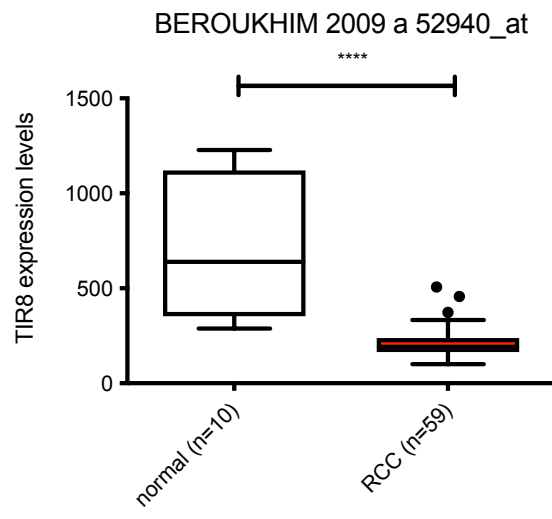

D

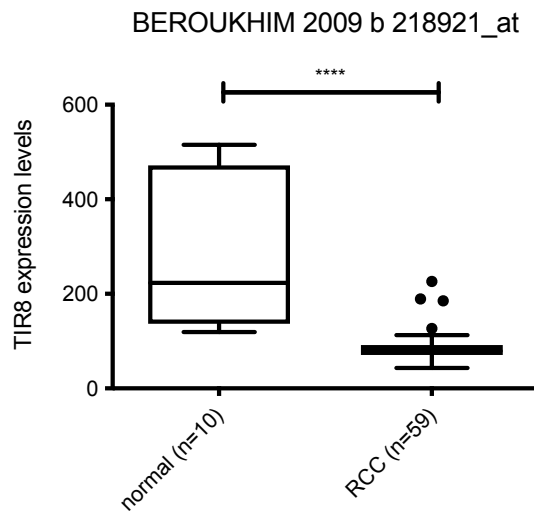

E

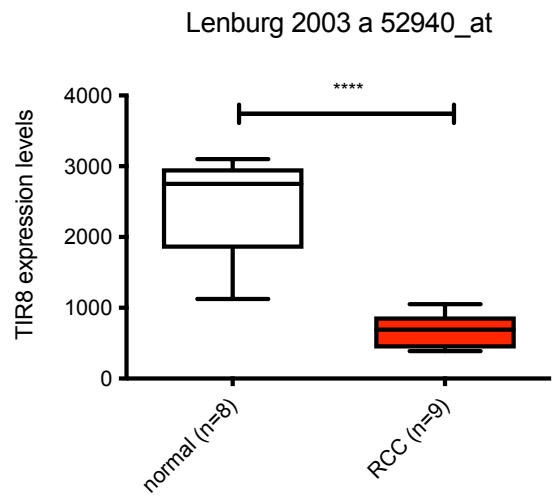

F

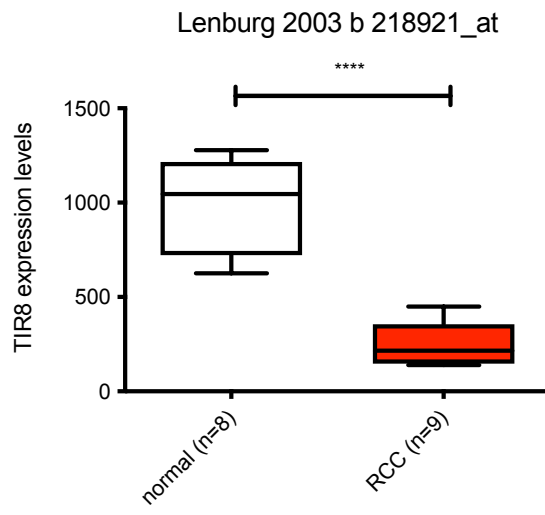

Supplementary Figure S3

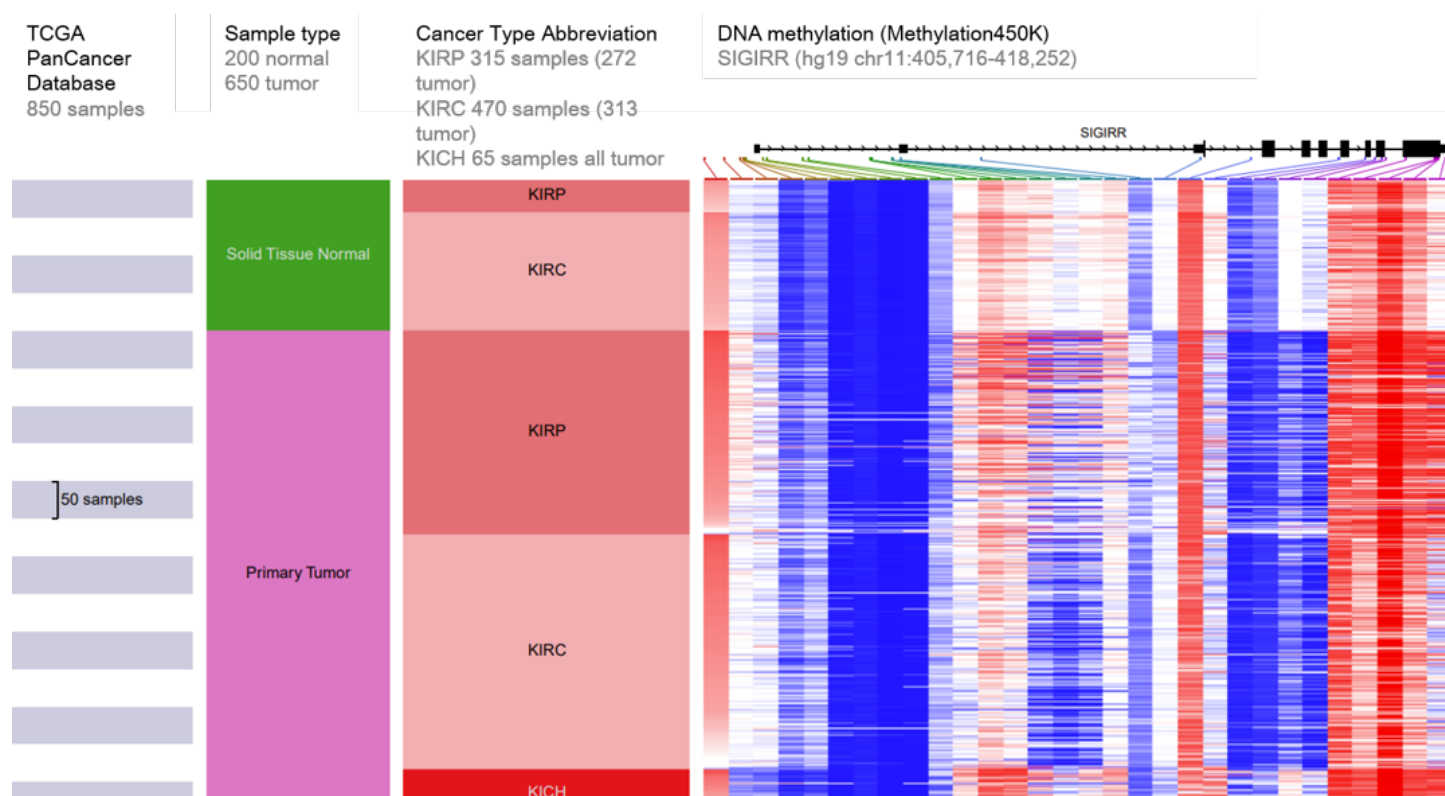

Supplementary
Figure S4

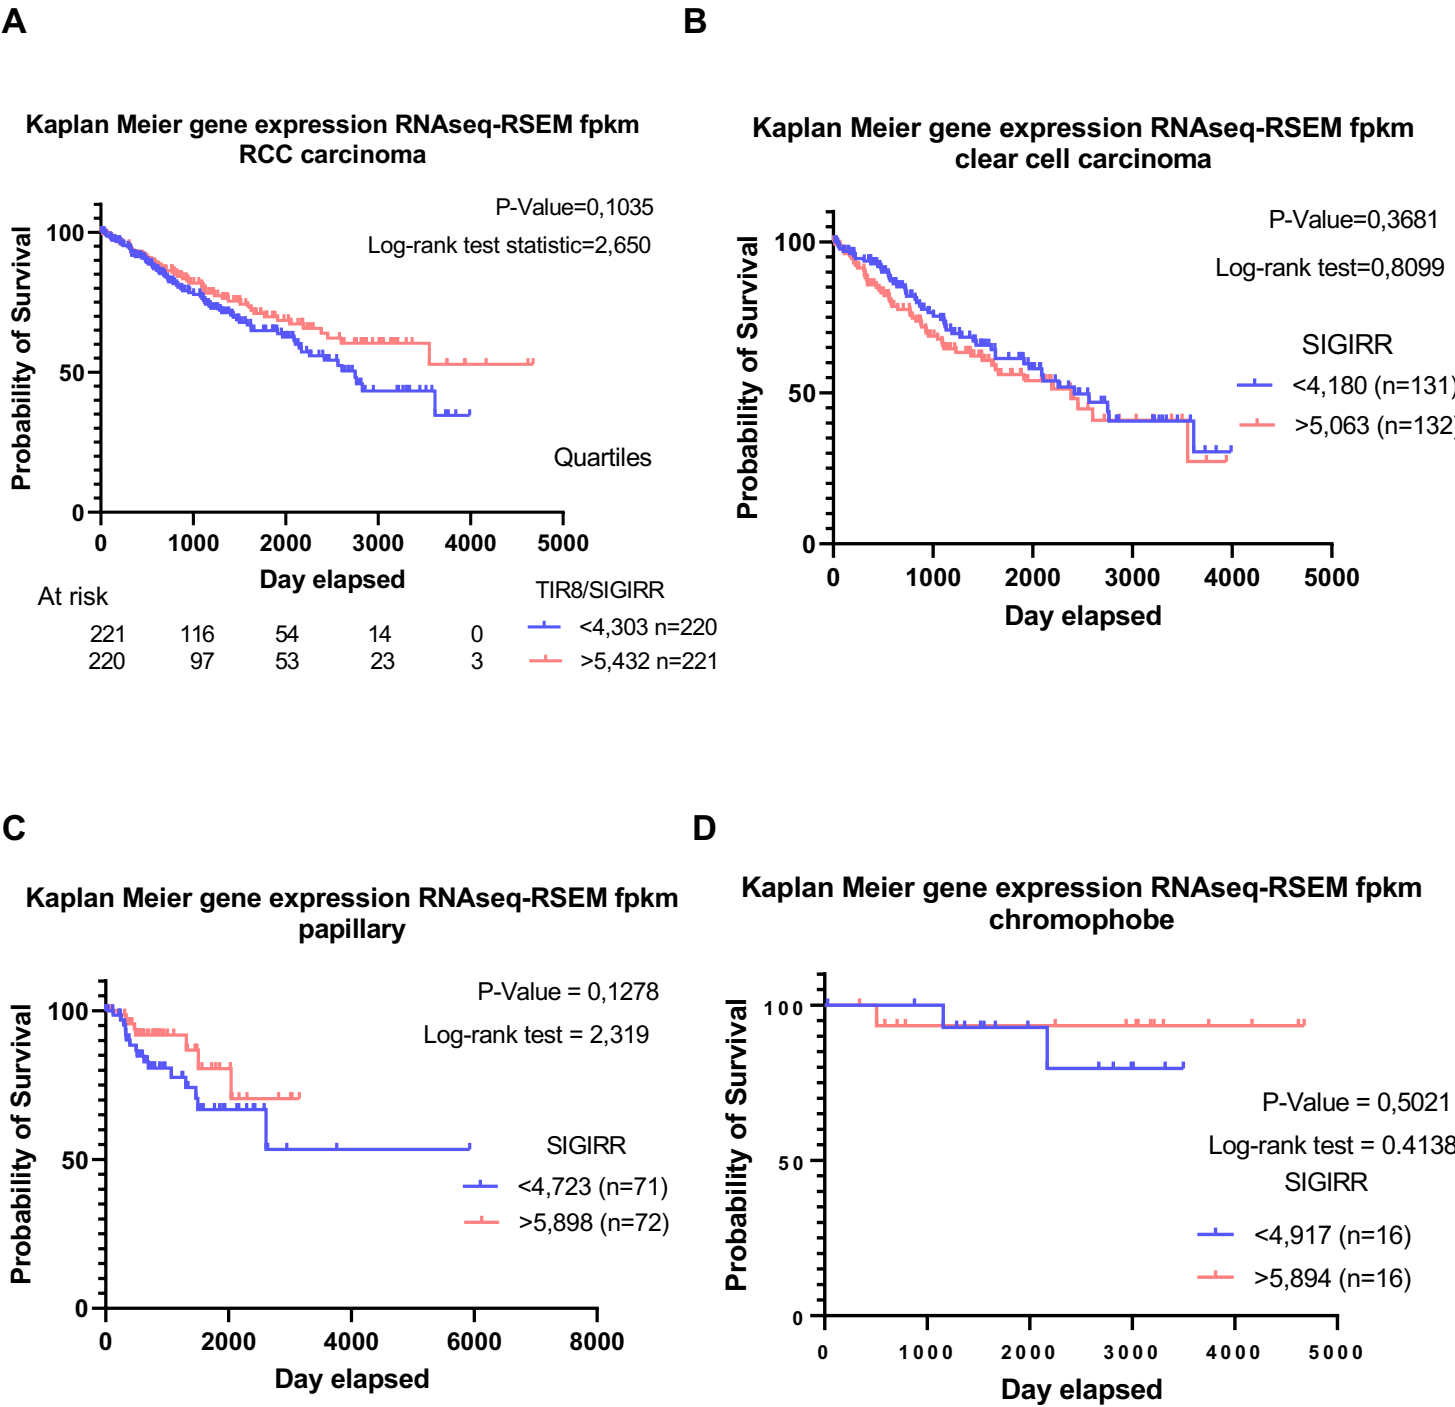

Supplementary
Figure S5

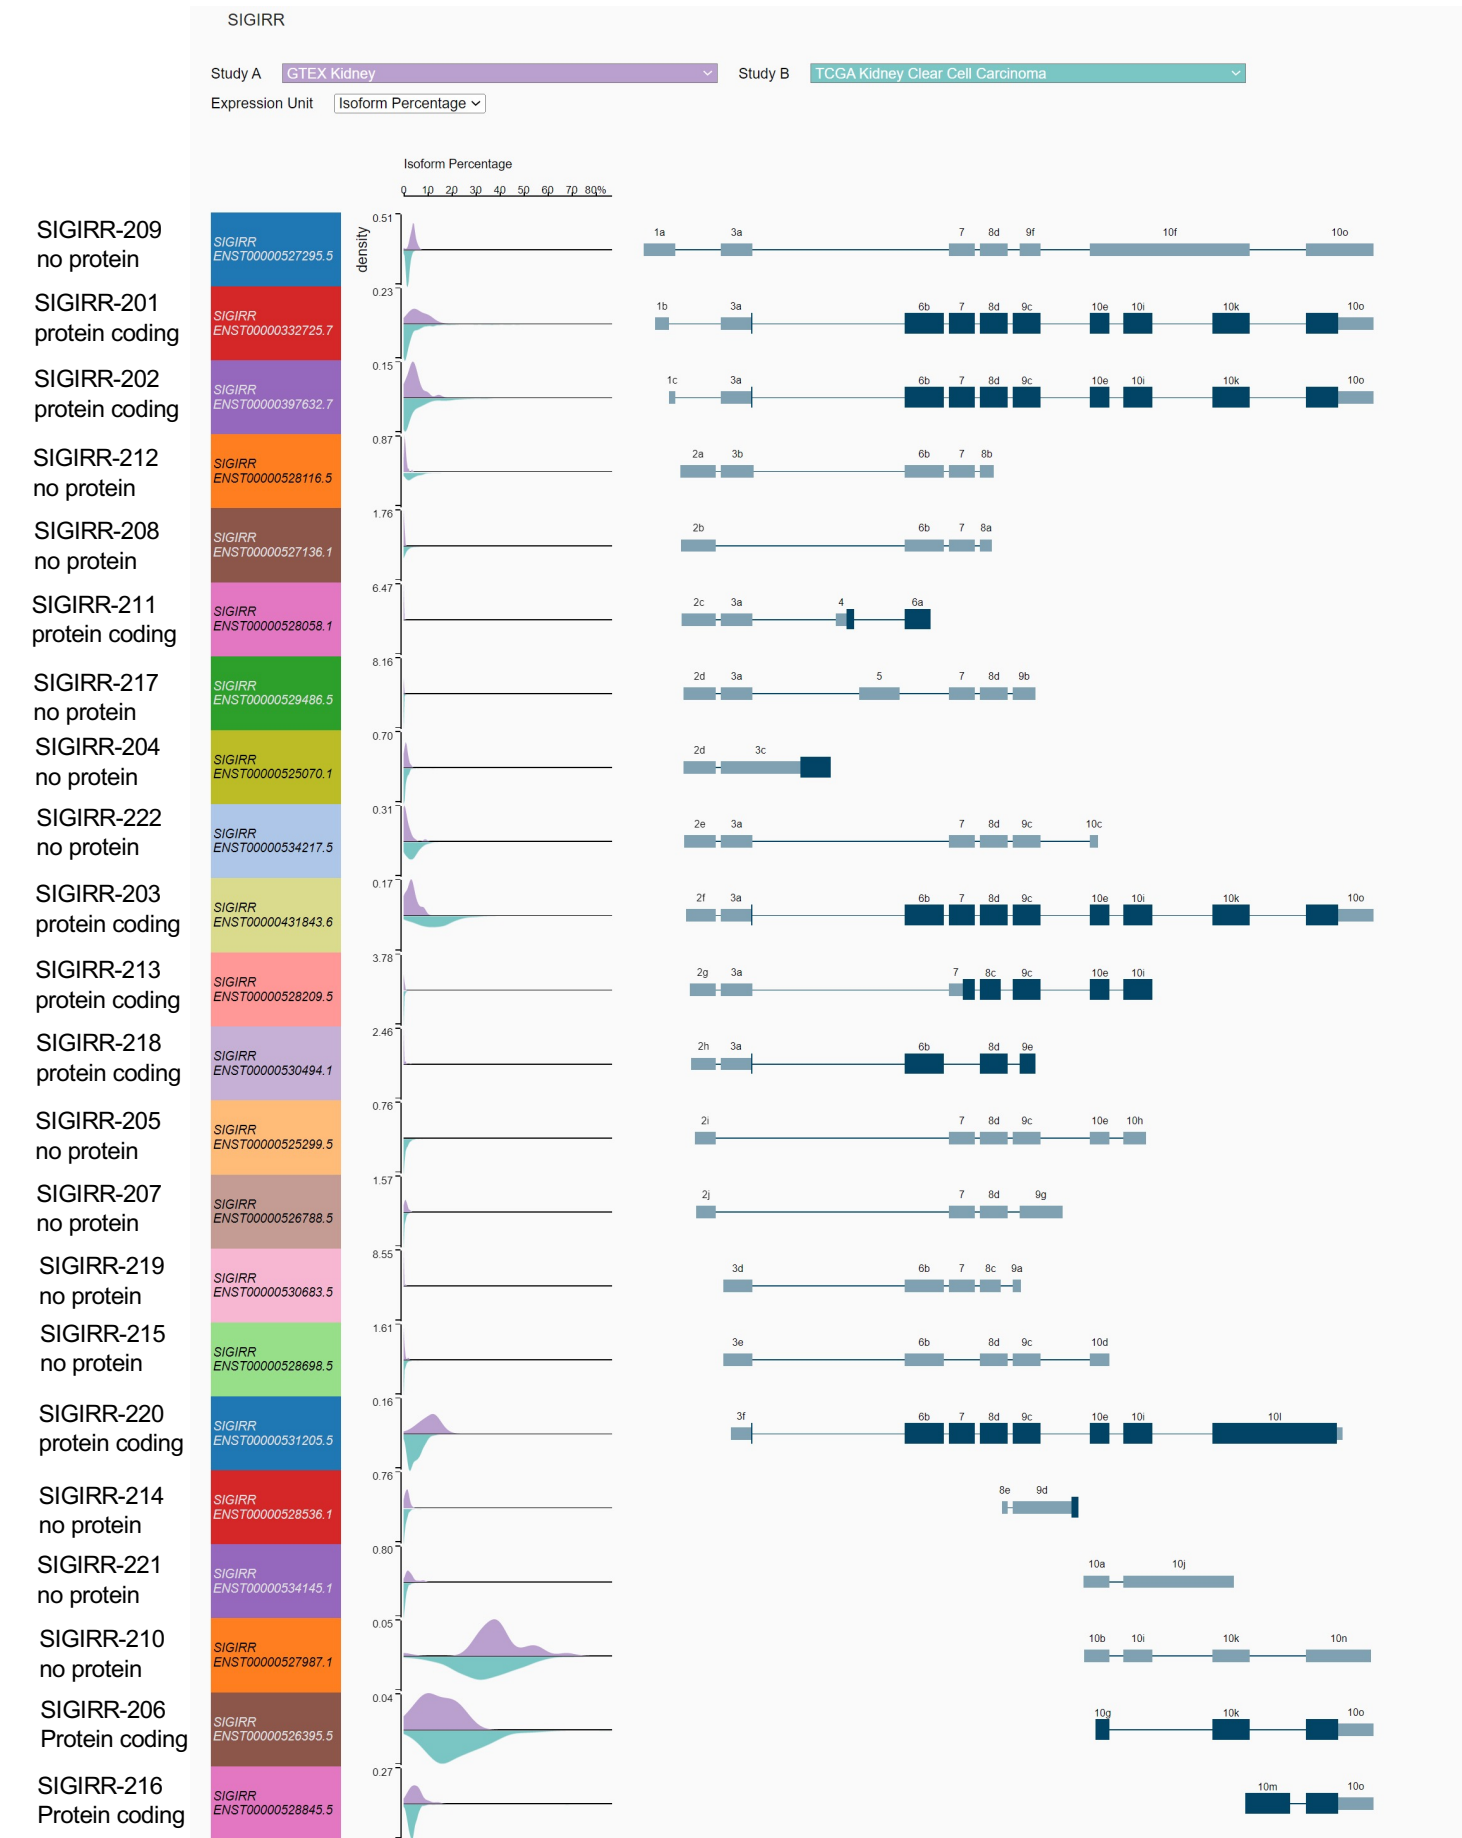

Supplementary
Figure S6

A

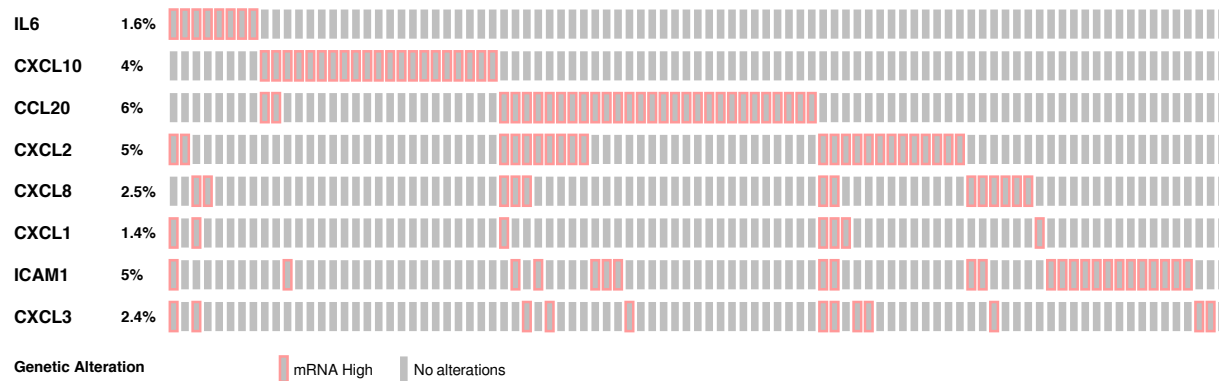

B

Survival Type	Number of Patients	# in Altered group	# in Unaltered group	Median months survival in Altered group (95% CI)	Median months survival in Unaltered group (95% CI)	p-Value	q-Value
Disease-specific	500	89	411	65.10 (52.21 - NA)	NA	1,16E-06	4,65E-06
Overall	510	92	418	53.42 (39.45 - 69.20)	NA	4,14E-06	8,27E-06
Progression Free	508	92	416	52.21 (31.50 - NA)	123.81 (89.88 - NA)	9,43E-04	1,26E-03
Disease Free	111	19	92	NA	NA	0,833	0,833

C

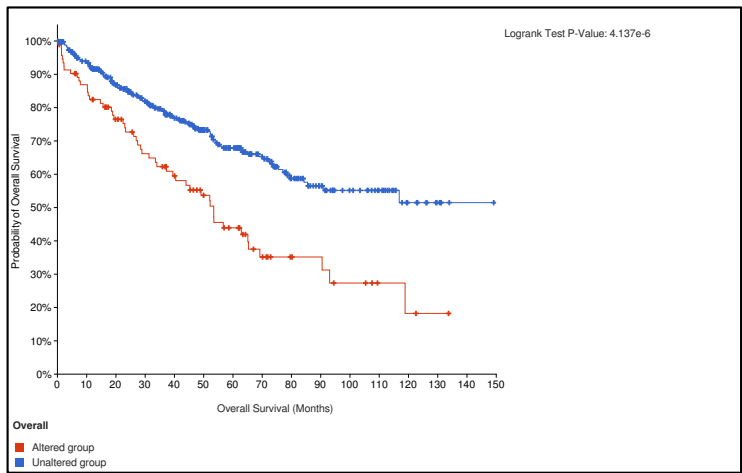

D

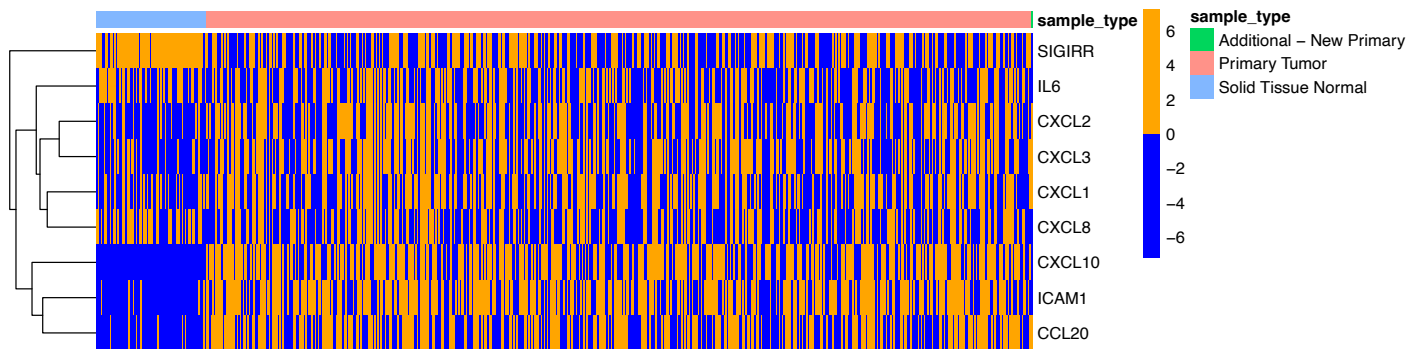

Supplementary
Figure S7

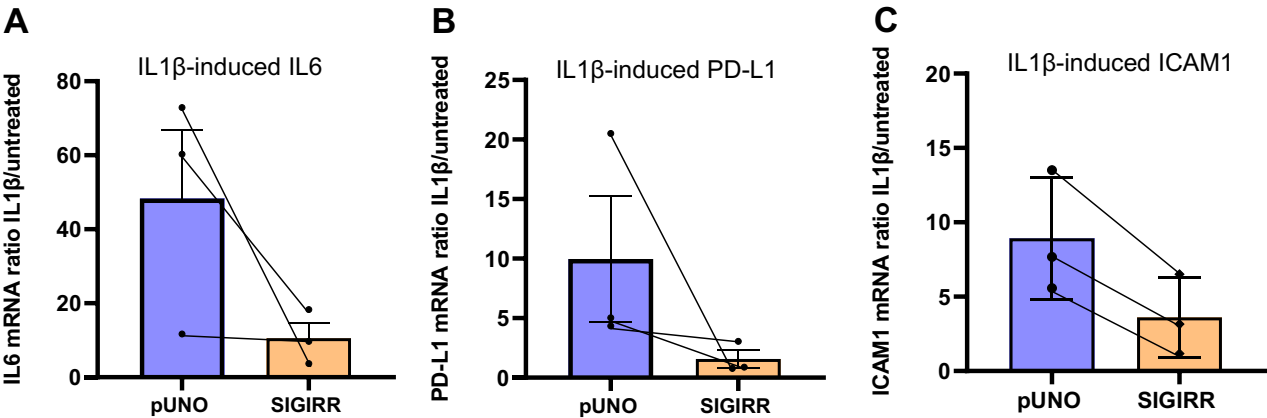

SUPPLEMENTARY TABLE 1 (Mantione et al)

<i>SYMBOL</i>	<i>FULL NAME</i>	<i>ENSEMBL GENE ID</i>	Average Normal 2 ^Δ<br>Dct	Average Tumor 2 ^Δ<br>Dct	FD	T-test
BTK	Bruton agammaglobulinemia tyrosine kinase	ENSG00000010671	0,014667856	0,017152351	1,169384	0,640921
CASP8	8, apoptosis-related cysteine peptidase	ENSG000000064012	0,094507392	0,106870767	1,130819	0,453518
CCL2	chemokine (C-C motif) ligand 2	ENSG00000108691	0,509442533	0,442566037	0,868726	0,383243
CD14	CD14 molecule	ENSG00000170458	0,09467089	0,158245057	1,671528	0,100765
CD180	CD180 molecule	ENSG00000134061	0,012771218	0,017766577	1,391142	0,537763
CD80	CD80 molecule	ENSG00000121594	0,011581017	0,017924593	1,547756	0,154287
CD86	CD 86 Molecule	ENSG00000114013	0,024712679	0,052659992	2,13089	0,019709
CHUK	conserved helix-loop-helix ubiquitous kinase	ENSG00000213341	0,131020834	0,07020759	0,535851	2,78E-05
CLEC4E	C-type lectin domain family 4, member E	ENSG00000166523	0,016565868	0,021395817	1,29156	0,352857
CSF2	colony stimulating factor 2 (granulocyte-macrophage)	ENSG00000164400	0,014971452	0,005526107	0,36911	0,03559
CSF3	colony stimulating factor 3 (granulocyte)	ENSG00000108342	0,005879927	0,001217911	0,20713	0,112683
CXCL10	chemokine (C-X-C motif) ligand 10	ENSG00000169245	0,023833133	0,166364846	6,980402	0,0815
ECSIT	ECSIT homolog (Drosophila)	ENSG00000130159	0,264283946	0,164526887	0,622538	0,140995
EIF2AK2	eukaryotic translation initiation factor 2-alpha kinase 2	ENSG00000055332	0,17502307	0,189310239	1,08163	0,466012
ELK1	ELK1, member of ETS oncogene family	ENSG00000126767	0,053667162	0,034871506	0,649774	0,013976
FADD	Fas (TNFRSF6)-associated via death domain	ENSG00000168040	0,11541371	0,063060921	0,54639	0,002019
FOS	FBJ murine osteosarcoma viral oncogene homolog	ENSG00000170345	3,343023636	1,499248051	0,448471	0,01925
HMGB1	high mobility group box 1	ENSG00000189403	0,098808851	0,127527455	1,290648	0,090715
HRAS	v-Ha-ras Harvey rat sarcoma viral oncogene homolog	ENSG00000174775	0,094245898	0,047822977	0,507428	4,96E-05
HSPA1A	heat shock 70kDa protein 1A	ENSG00000204389	2,878213089	0,759437992	0,263857	0,015574
HSPD1	heat shock 60kDa protein 1 (chaperonin)	ENSG00000144381	0,646146459	0,324285664	0,501876	0,00057
IFNA1	interferon, alpha 1	ENSG00000197919	0,007890498	0,002407228	0,305079	0,095908
IFNB1	interferon, beta 1, fibroblast	ENSG00000171855	0,006061831	0,001654289	0,272902	0,116085
IFNG	interferon, gamma	ENSG00000111537	0,005925827	0,006004656	1,013303	0,98423
IKKBK	inhibitor of kappa light polypeptide gene enhancer in B-cells, kinase beta	ENSG00000104365	0,103451617	0,069578442	0,67257	0,068345
IL10	interleukin 10	ENSG00000136634	0,011406072	0,007018263	0,615309	0,288807
IL12A	interleukin 12A (cytotoxic lymphocyte maturation factor 1)	ENSG00000168811	0,006962965	0,001926416	0,276666	0,103786
IL1A	interleukin 1, alpha	ENSG00000115008	0,006199424	0,001623182	0,261828	0,112697
IL1B	interleukin 1, beta	ENSG00000125538	0,066505141	0,028696839	0,431498	0,243767
IL2	interleukin 2	ENSG00000109471	0,008824891	0,001789415	0,202769	0,026853
IL6	interleukin 6 (interferon, beta 2)	ENSG00000136244	0,036984539	0,010682188	0,288828	0,04074
IL8	interleukin 8	ENSG00000169429	0,076442297	0,120802729	1,580313	0,451331
IRAK1	interleukin-1 receptor-associated kinase 1 ENSG00000184216	ENSG00000184216	0,112838554	0,108289019	0,959681	0,735196
IRAK2	interleukin-1 receptor-associated kinase 2	ENSG00000134070	0,032358209	0,024406783	0,754269	0,249447
IRAK4	interleukin-1 receptor-associated kinase 4	ENSG00000198001	0,08325583	0,093087094	1,118085	0,514529
IRF1	interferon regulatory factor 1	ENSG00000125347	0,218878777	0,224176405	1,024203	0,93797
IRF3	interferon regulatory factor 3	ENSG00000126456	0,061142819	0,046055549	0,753245	0,158863
JUN	jun proto-oncogene	ENSG00000177606	3,347015047	1,419268782	0,42404	0,055517
LTA	lymphotoxin alpha (TNF superfamily, member 1)	ENSG00000226979	0,006668161	0,003592634	0,538774	0,262064
LY86	lymphocyte antigen 86	ENSG00000112799	0,034723638	0,082509052	2,376164	0,023993
LY96	lymphocyte antigen 96	ENSG00000154589	0,024298019	0,070102295	2,885103	0,033221
MAP2K3	mitogen-activated protein kinase kinase 3	ENSG00000034152	0,191450515	0,107808051	0,563112	0,033543
MAP2K4	mitogen-activated protein kinase kinase 4	ENSG00000065559	0,125373718	0,117040585	0,933534	0,555873
MAP3K1	mitogen-activated protein kinase kinase kinase 1	ENSG00000095015	0,171379435	0,124615829	0,727134	0,133407
MAP3K7	mitogen-activated protein kinase kinase kinase 7	ENSG00000135341	0,135901163	0,110635617	0,814089	0,039993
MAP4K4	mitogen-activated protein kinase kinase kinase kinase 4	ENSG00000071054	0,173305321	0,212423318	1,225717	0,142226
MAPK8	mitogen-activated protein kinase 8	ENSG00000107643	0,279166423	0,111086085	0,397921	0,000523
MAPK8IP3	mitogen-activated protein kinase 8 interacting protein 3	ENSG00000138834	0,322108115	0,154905188	0,480911	0,024024
MYD88	myeloid differentiation primary response gene (88)	ENSG00000172936	0,123359866	0,081704153	0,662324	0,051078
NFKB1	nuclear factor of kappa light polypeptide gene enhancer in B-cells 1	ENSG00000109320	0,187700449	0,137303261	0,731502	0,030592
NFKB2	nuclear factor of kappa light polypeptide gene enhancer in B-cells 2 (p49/p100)	ENSG00000077150	0,22554343	0,201438353	0,893124	0,472422
NFKBIA	nuclear factor of kappa light polypeptide gene enhancer in B-cells inhibitor, alpha	ENSG00000100906	0,393462821	0,392094493	0,996522	0,987698
NFKBIL1	nuclear factor of kappa light polypeptide gene enhancer in B-cells inhibitor-like 1	ENSG00000204498	0,362948137	0,266617452	0,734588	0,338401
NFRKB	nuclear factor related to kappaB binding protein	ENSG00000170322	0,133152764	0,083590223	0,627777	0,000451
NR2C2	nuclear receptor subfamily 2, group C, member 2	ENSG00000177463	0,180161086	0,076763357	0,426082	2,13E-06
PEL1	pellino homolog 1 (Drosophila)	ENSG00000197329	0,139268538	0,15511009	1,113748	0,476131
PPARA	peroxisome proliferator-activated receptor alpha	ENSG00000186951	0,334457278	0,106275903	0,317756	3,64E-05
PRKRA	protein kinase, interferon-inducible double stranded RNA dependent activator	ENSG00000180228	0,1087809	0,072488076	0,666368	0,017615
PTGS2	prostaglandin-endoperoxide synthase 2	ENSG00000073756	0,057942239	0,01686891	0,291133	0,009693
REL	v-rel reticuloendotheliosis viral oncogene homolog (avian)	ENSG00000162924	0,116753048	0,079886099	0,684231	0,108758
RELA	v-rel reticuloendotheliosis viral oncogene homolog A (avian)	ENSG00000173039	0,289275175	0,24514619	0,84745	0,233663
RIPK2	receptor-interacting serine-threonine kinase 2	ENSG00000104312	0,056612712	0,061345861	1,083606	0,585193
SARM1	sterile alpha and TIR motif containing 1	ENSG00000004139	0,069410866	0,05398233	0,777722	0,148951
SIGIRR	single immunoglobulin and toll-interleukin 1 receptor (TIR) domain	ENSG00000185187	0,335240422	0,067603787	0,201658	0,000662
TAB1	TGF-beta activated kinase 1/MAP3K7 binding protein 1	ENSG00000100324	0,247204712	0,145345304	0,587955	0,004386
TBK1	TANK-binding kinase 1	ENSG00000183735	0,105977763	0,111610994	1,053155	0,547533
TICAM1	toll-like receptor adaptor molecule 1	ENSG00000127666	0,02830433	0,030118833	1,064107	0,637411
TICAM2	toll-like receptor adaptor molecule 2	ENSG00000243414	0,013918413	0,009596832	0,689506	0,488879
TIRAP	toll-interleukin 1 receptor (TIR) domain containing adaptor protein	ENSG00000150455	0,036265056	0,02789138	0,769098	0,221268
TLR1	toll-like receptor 1	ENSG00000174125	0,029032925	0,050241091	1,730487	0,100674
TLR2	toll-like receptor 2	ENSG00000137462	0,011943891	0,007566288	0,633486	0,229161
TLR3	toll-like receptor 3	ENSG00000164342	0,057214805	0,117533883	2,054256	0,035732
TLR4	toll-like receptor 4	ENSG00000136869	0,049565174	0,274372032	5,535581	0,000157
TLR5	toll-like receptor 5	ENSG00000187554	0,059830897	0,081484501	1,361913	0,207136
TLR6	toll-like receptor 6	ENSG00000174130	0,038378947	0,018581265	0,484153	0,062281
TLR7	toll-like receptor 7	ENSG00000196664	0,023825941	0,023434018	0,983551	0,960577
TLR8	toll-like receptor 8	ENSG00000101916	0,021140418	0,059085953	2,794928	0,020446
TLR9	toll-like receptor 9	ENSG00000239732	0,01090954	0,021855305	2,003321	0,083212
TLR10	toll-like receptor 10	ENSG00000174123	0,008313937	0,002505262	0,301333	0,046506
TNF	tumor necrosis factor	ENSG00000232810	0,019818142	0,011822203	0,596526	0,178611
TNFRSF1A	tumor necrosis factor receptor superfamily, member 1A	ENSG00000067182	0,468032847	0,510840636	1,091463	0,441781
TOLLIP	toll interacting protein	ENSG00000078902	0,31282928	0,127403608	0,407262	0,000812
TRAF6	TNF receptor-associated factor 6	ENSG00000175104	0,086916798	0,097148143	1,117714	0,429991
UBE2N	ubiquitin-conjugating enzyme E2N (UBC13 homolog, yeast)	ENSG00000177889	0,112778229	0,071529943	0,634253	0,002128

SUPPLEMENTARY TABLE 2 (Mantione et al)

PATHWAYS: Bio Planet 2019				
Name	P-value	Adjusted P-value	Odds Ratio	Combined Score
Interleukin-1 regulation of extracellular matrix	3,73E-37	2,79E-34	26,87	2253,56
TNF-alpha effects on cytokine activity, cell motility, and apoptosis	2,91E-36	1,09E-33	23,55	1926,61
Binding of chemokines to chemokine receptors	2,227E-19	2,34E-13	22,09	736,61
Interferon alpha/beta signaling	1,99E-17	2,34E-13	19,02	633,45
Thymic stromal lymphopoietin (TSLP) pathway	2,586E-17	3,63E-15	16,16	612,86
TWEAK regulation of gene expression	2,23E-15	5,18E-08	25,78	528,52
Alternative NF-kappaB pathway	3,32E-15	1,43E-03	50,80	450,85
Low-density lipoprotein (LDL) pathway during atherogenesis	5,22E-12	1,43E-03	50,80	450,85
MSP/RON receptor signaling pathway	1,249E-09	1,43E-03	50,80	450,85
NOD signaling pathway	1,40E-04	2,26E-12	14,15	436,82
Interferon signaling	2,586E-17	3,22E-15	10,30	393,36
Epstein-Barr virus LMP1 signaling	1,32E-07	2,82E-06	23,94	379,16
Interleukin-5 regulation of apoptosis	6,73335E-16	6,29E-14	10,68	373,10
Immune system signaling by interferons, interleukins, prolactin, i	2,23E-16	5,54E-14	8,09	347,66
Toll-like receptor signaling pathway regulation	5,22371E-15	3,25E-13	10,29	338,50
Inactivation of BCL-2 by BH3-only proteins	2,41E-04	2,17E-03	38,10	317,35
Cytokine-cytokine receptor interaction	1,99E-17	3,22E-15	7,74	297,76
Interferon-gamma signaling pathway	5,27E-12	2,62E-10	11,16	289,73
Type II interferon signaling (interferon-gamma)	2,477E-09	8,81E-08	14,60	289,40
Interleukin-23-mediated signaling events	2,79E-08	8,12E-07	16,56	288,12

PATHWAYS: KEGG 2021 human				
Name	P-value	Adjusted P-value	Odds Ratio	Combined Score
TNF signaling pathway	2,056E-23	4,87E-21	18,03	941,89
Viral protein interaction with cytokine and cytokine receptor	1,46E-18	1,16E-16	15,94	654,69
NF-kappa B signaling pathway	3,765E-18	2,23E-16	15,15	607,90
Toll-like receptor signaling pathway	5,64E-17	2,68E-15	14,28	534,14
IL-17 signaling pathway	2,507E-13	6,60E-12	12,47	361,84
Cytokine-cytokine receptor interaction	1,61E-19	1,91E-17	7,88	341,18
Lipid and atherosclerosis	2,158E-16	8,52E-15	8,41	303,47
Influenza A	4,55E-15	1,54E-13	9,09	300,31
Legionellosis	7,957E-10	1,57E-08	13,84	289,97
NOD-like receptor signaling pathway	1,53E-14	4,53E-13	8,57	272,48
Malaria	3,546E-08	4,20E-07	12,91	221,46
Rheumatoid arthritis	3,24E-10	6,99E-09	10,04	219,45
RIG-I-like receptor signaling pathway	9,534E-09	1,41E-07	10,73	198,18
Chagas disease	1,24E-09	2,06E-08	9	184,62
Epstein-Barr virus infection	1,069E-11	2,53E-10	6,82	172,34
Cytosolic DNA-sensing pathway	3,52E-07	3,21E-06	9,74	144,67
African trypanosomiasis	0,000006209	4,75E-05	11,96	143,40
PD-L1 expression and PD-1 checkpoint pathway in cancer	1,53E-04	1,51E-07	8,07	126,74
Chemokine signaling pathway	0,00000119	2,06E-08	6,13	125,88
Kaposi sarcoma-associated herpesvirus infection	1,30E-09	2,06E-08	6,09	124,58

How the deposited data were processed for this re-analysis (not part of the article)

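The RNA of A498 renal carcinoma cells was measured in 8 libraries, 4 from untreated cultures and 4 from cultures kept with IL1β at 30 ng/ml for 4 h. The authors made stranded libraries, trimmed the reads, aligned them to hg38 with STAR 2.5.3a and counted them per gene with featureCounts, and deposited raw counts with one column per library. The version of featureCounts, the gene annotation and the strand setting are not given in the sources used here. The values were checked to be whole numbers whose sums differ between libraries.

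The table held 59050 entries, of which 27 carried a date in place of a gene symbol, a change that spreadsheets make. These 27 held 0.197% to 0.236% of the counts of a library and were left out, since a date can stand for more than one gene. Of the 59023 genes kept, 36718 symbols matched GENCODE 44, which was used for coordinates and for overlaps with other genes. No deposited library was left out. The totals were 16610473 to 27040505 counts for untreated cultures (median 20634102) and 15409093 to 24000727 counts for IL1β cultures (median 18395322). One count therefore stands for 0.0367 to 0.0735 CPM, and genes below a few counts per library carry little information. No library was a copy of another (chi-square per gene of at least 14.8 between any pair).

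Groups were compared in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with the condition as group, factors were computed by TMM, and the quasi-likelihood F test (glmQLFit, glmQLFTest) was run on the condition alone for the 15062 genes kept. The standard error of a log2 fold change is its size divided by the square root of F. P-values were adjusted by the Benjamini-Hochberg method over all genes tested. Genes were also counted at the thresholds stated in the paper (nominal p under 0.01 with a log2 fold change above 1 or under -1, and nominal p under 0.001 with a log2 fold change of at least 1). Levels are TMM-scaled CPM as mean and SD over the libraries of a group. Where edgeR did not test a gene, and for the separation of groups, an exact two-sided permutation test of the group means over all groupings of 4 and 4 was used. Principal components and list means were taken from log2 CPM with a prior count of 2. Folds of genes with no count in a group are lower bounds against a floor of 3 counts over the group, and with 1 to 3 counts the ratio has a 95% interval from the binomial distribution of the counts.

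There were 31 gene lists, written from textbook knowledge and from the paper. Those reported cover the NF-kB family and its feedback inhibitors, chemokines, cytokines, the IL1 and Toll-like receptor family, type I interferon-stimulated genes, antigen presentation, checkpoint ligands, PD-L1 induction, the TWEAK response, matrix proteases, adhesion molecules, zinc transporters, apoptosis regulators, angiogenesis factors, wound healing, developmental regulators, JAK-STAT signaling, AP-1 and early response genes, targets of hypoxia-inducible factor, the cell cycle, cholesterol and fatty acid synthesis, reactive oxygen and nitrogen species, heat shock and unfolded protein response, renal epithelial identity, leukocyte, endothelial and fibroblast markers, the 8 genes of the signature, the real-time PCR array, and mitochondrially encoded mRNAs. The gene set collections named in the paper were not used here, and some genes and a list are not reported here. For each list the members that rose or fell were counted, over all genes and adjusted over the list alone, and lists with at least 5 measured members were tested with camera of limma 3.58.1 at a correlation of 0.01 and again with the correlation estimated.

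Genes were named by a rule: the 22 genes that the paper names for this experiment and the 50 genes of its Figure 3A; the 10 largest changes each way among genes that passed, averaged at least 1 CPM and had no overlap between the groups (10 rose and 8 fell); up to 2 members of each list that rose and up to 2 that fell with the smallest p, or the 2 most abundant where none passed; and GAPDH and ACTB. The colours of Figure 3A had been seen. The rule named 116 genes, and any further gene is said to have been chosen after its values were seen.

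Each result was recomputed under 12 kinds of alternatives: RLE factors, upper-quartile factors or library size only in place of TMM; DESeq2 1.42.0, limma-voom or limma-trend in place of edgeR; no filter (31930 genes) or a filter at 1 CPM in 4 libraries (13474 genes); libraries thinned to 15409093 counts (random seed 1); each library left out in turn; a replicate term under each of the 24 possible pairings of untreated and treated cultures, of which the lowest and the highest counts are given; and the estimated correlation in camera. A further 3 were added after the data were seen: untreated replicate 1 and IL1β replicate 5 both left out, limma-voom with the replicate term, and the replicate term for lists and named genes. The counts of genes were also computed for all 35 splits of the libraries into 4 and 4.

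The procedure was tested on simulated data with the sizes of these libraries, the dispersion that edgeR estimated for each gene, and 200 changed genes. Counts were drawn independently, so a deviation shared by libraries, such as untreated replicate 1 and IL1β replicate 5, was not simulated. At a simulated log2 fold change of 1, 2 and 4 edgeR called 7.8%, 70.3% and 100% of the changed genes, and 9 of its 120 calls were false, against 8 of 115 in limma-voom and 42 of 170 in DESeq2. At the paper's nominal p under 0.01 and fold threshold, 77 unchanged genes passed in edgeR, 86 in limma-voom and 115 in DESeq2. Tables were handled with Python 3.11.15, pandas 2.3.3, scipy 1.17.1 and statsmodels 0.14.6, and figures drawn with matplotlib 3.10.9.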

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

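The tests that weigh explanations in this part were all chosen after the results were seen, and the comparisons of each library with the others of its group were set before.

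Untreated replicate 1 and IL1β replicate 5 stand apart from the other 6 libraries on the first principal component, where the gap to the nearest library of their group is 0.874 and 0.951 of the range of the group. Both have low means of the cell cycle list (-1.72 against 0.52 to 0.78 in the other untreated libraries, ratio 0.895; -2.06 against 0.37 to 0.79 in the other IL1β libraries, ratio 0.855). The hypoxia-inducible factor targets are high in untreated replicate 1 (0.86 against -0.35 to -0.21, ratio 0.884). HSPA5, the chaperone of the endoplasmic reticulum, is at 9171 CPM in untreated replicate 1 (others 916 to 2064, ratio 0.861) and at 10050.0 CPM in IL1β replicate 5 (others 1106 to 2458, ratio 0.849). The tables argue against library depth, since the total of untreated replicate 1 is 1.73 times that of IL1β replicate 5 with other libraries between them, and against RNA from leukocytes or endothelial cells, whose 35 summed markers other than EGFL7 and ITGAX reach at most 37.5 CPM in these 2 libraries, 19.5 of it from LYZ in untreated replicate 1. They also argue against exchanged labels, since 13 of the 18 chemokine genes place both libraries with their labels. A culture state shared by an untreated and a treated culture stays open. The deviations of the 2 libraries from their group means correlate at 0.703, against at most 0.546 for another pair of an untreated and a treated library. The 2 were singled out by their shared place on the first principal component, so this correlation is not separate evidence. Whether they were grown together is not known. No biological explanation was tested.

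The type I interferon-stimulated genes are low in IL1β replicate 5, with a list mean of -0.82 against 1.24 to 1.51 in the other IL1β libraries (ratio 0.888). The mean of the IL1 and Toll-like receptor family is also low there (-0.18 against 0.27 to 0.34, ratio 0.867). The tables argue against library depth, since the list mean of IL1β replicate 8, which has a smaller total, is higher by 2.07. A weaker response to IL1β in that culture stays open: of 13 other lists that were higher with IL1β (camera with an estimated correlation), IL1β replicate 5 lies below the other IL1β libraries in 7, such as the chemokines (1.51 against 1.94 to 2.21), adhesion molecules (-0.22 against 0.49 to 0.65) and JAK-STAT signaling (0.17 against 0.40 to 0.61), and within or above their range in 6, such as the NF-kB family (0.68 against 0.58 to 0.92). Single chemokines went both ways in IL1β replicate 5. It was the highest IL1β library for CXCL1 (1114 CPM against 701 to 790), CXCL2 (1194 against 444 to 769) and CXCL3 (904 against 431 to 521). It was the lowest for the interferon-induced CXCL10 (3.31 against 39.7 to 60.6). A state shared with untreated replicate 1 cannot be told apart from a cause in IL1β replicate 5 alone, because the interferon list mean of untreated replicate 1 is -0.19 relative to the lowest other untreated library, a far smaller gap in the same direction. No biological explanation was tested.

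Other libraries lay far from the rest of their group on single values, given as the ratio of the gap to the range. IL1β replicate 5 was highest for MMP9 (4.26 CPM against 0.874 to 1.35, ratio 0.859), CD40 (69.4 against 37.8 to 40.5, ratio 0.914) and GDF15 (568 against 321 to 362, ratio 0.833), and lowest for the mean of the leukocyte markers (-0.03 against 0.34 to 0.41, ratio 0.842). Untreated replicate 1 was lowest for TNFAIP6 (8.95 CPM against 22.6 to 23.3, ratio 0.951) and PRICKLE1 (8.99 against 17.0 to 17.3, ratio 0.955). Untreated replicate 4 was highest for CXCL1 (46.2 CPM against 1.43 to 7.08, ratio 0.874), NFKBID (6.53 against 2.20 to 2.38, ratio 0.958) and, with 1 count against none, CCL8 (ratio 1). Untreated replicate 3 held the 1 count of IL36G (ratio 1) and was lowest for IFNGR1 (39.1 CPM against 58.4 to 62.2, ratio 0.834), and untreated replicate 2 was lowest for HOXA13 (0.887 against 1.58 to 1.68, ratio 0.87). IL1β replicate 7 was lowest for CXCL8 (3574 CPM against 4629 to 4653, ratio 0.978). IL1β replicate 6 was highest for NRP2 (1166 CPM against 1072 to 1082, ratio 0.89) and IL1β replicate 8 for SH3BP4 (131 against 95.0 to 99.3, ratio 0.88). In all, 24 of 270 groups of 4 values exceeded Dixon's critical ratio for 4 values. For independent, normally distributed values about 1 in 20, or 13.5, would exceed it. The groups share libraries, some lists share genes, and CPM from 0 or 1 count are not normally distributed. The 24 therefore cannot be weighed against 13.5. Of the 24, 9 are at IL1β replicate 5, 6 at untreated replicate 1 and 3 at untreated replicate 4.

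Of the 10 genes that rose and the 8 that fell with the largest changes under the naming rule, at an adjusted p under 0.05 in edgeR, 9 lie outside those that the paper discusses: MGAT4C with a log2 fold change of 4.76, and DEPDC7 (-1.52), PRAG1 (-1.49), ZNF395 (-1.47), ZNF114 (-1.46), KCNH1 (-1.20), FOXN3 (-1.09), TFAP4 (-0.97) and SH3BP4 (-0.87).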

How the results depend on the processing

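The alternatives with untreated replicate 1 and IL1β replicate 5 left out, limma-voom with a replicate term, and the replicate term for lists and named genes were chosen after the results were seen, and the other alternatives were set before. In the self-test edgeR at 4 libraries per group called 7.8% of genes with a log2 fold change of 1 and 70.3% of those with 2, so smaller changes can be missed. A gene at 1 count per library lies at 0.0367 to 0.0735 CPM.

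Of 100 tested genes followed by name 58 passed, and these kept their direction under every setting run. With any 1 library left out 22 of them passed throughout and 36 failed at least once. Over the scalings 7 failed under at least 1, 1 failed in limma-voom, 6 with thinned libraries and none in DESeq2, and 15 further genes passed in DESeq2. Over the 100 genes followed by name and all settings run for them, 1629 results kept their side of the threshold, 262 lost it, 78 gained it and 28 changed sign. Of the 149 genes called, 149 were also called with RLE factors and in DESeq2, 125 with upper-quartile factors, 103 with library size only, 145 in limma-voom, 146 in limma-trend, 142 without the filter, 145 with the filter at 1 CPM, 142 with thinned libraries, 38 to 135 with 1 library left out, and 145 with untreated replicate 1 and IL1β replicate 5 left out.

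With library size only, 141 genes were lower at the paper's thresholds, and 1 type I interferon-stimulated gene, 2 genes of antigen presentation and 2 of PD-L1 induction rose, while 1 developmental regulator fell. CD274 had a log2 fold change of 2.15 and no longer passed, in a range of adjusted p from 2.9e-06 to 0.0593 over scalings, filters and tools. This scaling moves all fold changes down, and for the other settings the cause was not tested unless stated. With upper-quartile factors 15 genes fell, and with thinned libraries, which hold fewer counts, 5 fell. A single developmental regulator (1) fell with RLE factors, upper-quartile factors, limma-trend, no filter, the filter at 1 CPM and thinned libraries, and 1 angiogenesis gene rose in limma-voom and limma-trend.

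In DESeq2 423 genes rose, 109 fell and 294 reached the Enrichr thresholds. The numbers that rose were 15 of the NF-kB family, 11 cytokines, 23 interferon-stimulated genes, 10 of antigen presentation, 10 of PD-L1 induction, 15 of the TWEAK response, 4 matrix proteases, 2 zinc genes, 14 apoptosis regulators, 1 angiogenesis gene, 3 of wound healing, 4 developmental regulators and 15 of JAK-STAT signaling, and 1 matrix protease, 1 angiogenesis gene, 2 of wound healing and 5 developmental regulators fell. DESeq2 had more false calls in the self-test (42 of 170, against 9 of 120 in edgeR), though the simulation used dispersions estimated by edgeR.

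Without the filter, with 31930 genes tested, 230.0 rose and 277 reached the Enrichr thresholds. The numbers that rose were 13 of the NF-kB family, 7 cytokines, 18 interferon-stimulated genes, 7 of antigen presentation, 12 of the TWEAK response, 3 matrix proteases, 1 zinc gene, 3 of wound healing and 1 developmental regulator, and 1 matrix protease and 1 developmental regulator fell.

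With untreated replicate 1 and IL1β replicate 5 left out, 378 genes rose, 54 fell and 273 reached the Enrichr thresholds. The numbers that rose were 7 cytokines, 33 interferon-stimulated genes, 10 of antigen presentation, 3 matrix proteases, 3 zinc genes, 2 angiogenesis genes and 3 of wound healing, and 1 matrix protease and 7 developmental regulators fell.

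With a replicate term the counts depended on the pairing. Over the 24 pairings edgeR gave 27 to 121 genes lower at the paper's thresholds, 6 to 578 that rose, 0 to 196 that fell (685 lower at an unadjusted p under 0.05 without the term, 109 in DESeq2) and 87 to 314 at the Enrichr thresholds, and limma-voom gave 28 to 129, 16 to 629, 0 to 209 and 105 to 331. The 6 pairings that join untreated replicate 1 to IL1β replicate 5 gave 287 to 578 genes that rose, and the other 18 gave 6 to 62. Pairing in the order of the replicate numbers (1 with 5, 2 with 6, 3 with 7, 4 with 8) gave 557 that rose and 181 that fell. The most calls, 578 and 196, came with the highest summed correlation of the paired libraries' deviations from their group means. Neither pairing is stated by the labels or the paper. In the lists 0 to 20 of the NF-kB family rose (and up to 1 fell), 1 to 14 chemokines, 0 to 13 cytokines, 0 to 24 interferon-stimulated genes, 0 to 15 of antigen presentation, 0 to 13 of PD-L1 induction (up to 1 fell), 0 to 15 of the TWEAK response, 0 to 8 matrix proteases (up to 1 fell), up to 3 zinc genes, 0 to 17 apoptosis regulators, up to 2 angiogenesis genes (up to 3 fell), 0 to 7 of wound healing (up to 3 fell), up to 5 developmental regulators (up to 10 fell) and 0 to 16 of JAK-STAT signaling. Of the lists not among these, the IL1 and Toll-like receptor family had 5 genes that rose in DESeq2, 2 without the filter and 0 to 7 over the pairings, and the real-time PCR array 19, 14 and 0 to 24 (up to 1 fell over the pairings), the adhesion molecules 5, 3 and 0 to 5 (up to 1 fell), and the AP-1 and early response genes 3, 2 and 0 to 9 (up to 2 fell). Over the pairings also 0 to 8 of the 8 signature genes rose, 1 to 6 checkpoint ligands, 0 to 4 genes of reactive oxygen and nitrogen species, 0 to 5 hypoxia-inducible factor targets (up to 2 fell), 0 to 3 of cholesterol and fatty acid synthesis (up to 1 fell), 0 to 2 renal markers (up to 2 fell), 0 to 4 of heat shock and unfolded protein response and 0 to 1 of the cell cycle. NFKBIZ (log2 fold change 3.37) and CD274 (2.34) did not pass in the pairing that gave them the highest adjusted p, with ranges of 4.7e-04 to 0.079 and 0.00139 to 0.23.

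With each library left out in turn, 38 to 218 genes rose and 0 to 12 fell. The numbers that rose ranged over 3 to 10 of the NF-kB family, 3 to 13 chemokines, 1 to 7 cytokines, 0 to 26 interferon-stimulated genes, 0 to 7 of antigen presentation, 2 to 6 of PD-L1 induction, 0 to 9 of the TWEAK response, 2 to 8 apoptosis regulators, 1 to 2 of wound healing and 2 to 8 of JAK-STAT signaling, and 0 to 1 matrix protease and 0 to 2 developmental regulators fell. The log2 fold change of CD274 was 2.05 to 2.58. Which library was left out decided most of these counts, as given beside each list.

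Some values near 0 changed sign, none of them past the threshold. Over the libraries left out in turn the log2 fold change ranged over -0.17 to 0.62 for TNFSF12, -0.078 to 0.64 for THBS1, -0.24 to 0.041 for NOTCH2, -0.63 to 0.15 for TOP2A, -0.19 to 0.45 for MCM7, -0.94 to 1.30 for HSPA5, -0.17 to 0.30 for COL5A1, -0.49 to 0.09 for POSTN and -0.28 to 0.057 for MT-CO2. With library size only MCM7 (-0.009), HSPA5 (-0.026) and HSPA8 (-0.011) were lower. COL5A1 was higher in limma-voom (0.028), in limma-trend (0.026), with untreated replicate 1 and IL1β replicate 5 left out (0.006) and in the pairings with its lowest (0.026) and highest adjusted p (0.032), and NOTCH2 with those 2 libraries left out (0.12).

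In camera the direction of 7 lists changed under some setting. The adjusted p with each library left out in turn was 0.515 to 0.951 for angiogenesis, 0.0058 to 0.976 for hypoxia-inducible factor targets, 3.4e-04 to 0.899 for the cell cycle, 0.187 to 0.946 for cholesterol synthesis, 2.2e-04 to 0.645 for heat shock and unfolded protein response, 0.408 to 0.977 for renal markers and 0.0289 to 0.756 for fibroblast markers. The cell cycle also changed direction with library size only (0.908), cholesterol synthesis with untreated replicate 1 and IL1β replicate 5 left out (0.762), and the renal markers with those left out (0.473), in DESeq2 (0.976) and without the filter (0.726). The cell cycle passed in the other direction without IL1β replicate 5 (0.0145), and so did the fibroblast markers without untreated replicate 4 (0.0445).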

Differences from the paper's values

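All comparisons in this part use alternatives set before the data were examined, except where a sentence says that a setting was added.

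The paper counts 164 genes as lower with IL1β at a nominal p under 0.01 and a log2 fold change under -1, and the count here at these thresholds is 71. Of the alternatives set before the data were examined, library size only (141) and the highest of the 24 pairings with a replicate term (121) come within 1.5 times the paper's count. The other alternatives set in advance do not: RLE factors (71), upper-quartile factors (102), DESeq2 (104), limma-voom (59), limma-trend (64), no filter (96), the filter at 1 CPM in 4 libraries (63), thinned libraries (69), the lowest of the 24 pairings (27) and each library left out in turn (51 to 91). Of the alternatives added and chosen after seeing the values, limma-voom with a replicate term comes within 1.5 times the paper's count in its highest pairing (129), where 1 of the 50 genes of Figure 3A misses the paper's thresholds, but not in its lowest pairing (28), and leaving out untreated replicate 1 and IL1β replicate 5 (82) does not. None of these settings reached the paper's 164. The counts of genes higher (389 in the paper, 320 here) and of both together (553 in the paper, 391 here) lie within 1.5 times of each other, though the count of higher genes does not with library size only (257) or in the lowest pairing (247), and the count of both together does not with the filter at 1 CPM (350), without IL1β replicates 6 (329), 7 (368) or 8 (347), without untreated replicates 2 (327) or 3 (327) or in the lowest pairing (276, and 291 in limma-voom with the replicate term, a setting added).

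For CD274 the paper gives a nominal p of 0.00082, and edgeR gave 2.5e-04 here. Of the alternatives set before the data were examined, the p lies within 1.5 times the paper's without IL1β replicate 6 (8.05e-04), 7 (7.25e-04) or 8 (9.49e-04) and without untreated replicate 1 (0.00102) or 2 (8.94e-04). It does not without untreated replicates 3 (4.51e-04) or 4 (2.21e-04) or IL1β replicate 5 (6.42e-05), nor with RLE factors (2.3e-04), upper-quartile factors (2.4e-04), library size only (5.1e-04), DESeq2 (1.9e-08), limma-voom (1.9e-04), limma-trend (2.3e-04), no filter (3.6e-06), the filter at 1 CPM in 4 libraries (2.7e-04) or thinned libraries (3.4e-04). The log2 fold change of CD274 here, 2.29, rounds to the value that the paper prints with a decimal comma.

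The paper names MMP1 as an example of the metalloproteases in the signature of genes raised by IL1β. Here the mean of MMP1 was lower with IL1β (log2 fold change -2.16, adjusted p = 0.617 from edgeR's quasi-likelihood test), and it did not pass under any setting, while among the matrix proteases ADAMTS9 rose. Without untreated replicate 4, which held 869 CPM of MMP1, the log2 fold change was -0.65. The paper's real-time PCR, a separate experiment not analysed here, showed a trend of increase of MMP1 in A498 and Caki1 cells. MMP13, which Figure 3A shows among the most changed genes, did not reach the paper's thresholds here (log2 fold change 2.27, p = 0.068 in edgeR), while the other 49 genes of that figure did. MMP13 passed an adjusted p under 0.05 when untreated replicate 1 and IL1β replicate 5 were both left out (adjusted p = 0.0315), a setting chosen after seeing the values in which 1 of the 50 genes misses the paper's thresholds. It also passed with a replicate term in the 6 pairings of the 24 that join untreated replicate 1 to IL1β replicate 5, over a range of 0.0103 to 1 in edgeR, chosen after seeing the values. All 50 genes reached the paper's thresholds in 2 of these pairings in edgeR, which also join untreated replicate 3 to IL1β replicate 7 and in which 120 and 121 genes were lower.

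The Discussion of the paper places CCL12 and CXCL12 in the signature, where its Results name CCL20 and CXCL2. CCL12 was not among the genes examined here. CXCL12 was close to the limit of detection here, and CCL20 and CXCL2 rose. The paper places IL6 and CXCL10 in a signature drawn from its leading edge analysis of gene sets. Both reached the paper's nominal p and fold thresholds here, while at an adjusted p under 0.05 in edgeR they did not pass. IL6 passed with DESeq2 (6.9e-06), limma-voom (0.0472) and no filter (0.0048) and without untreated replicate 4, over a range of 6.9e-06 to 0.386. It also passed with a replicate term in 8 of the 24 pairings (lowest 8.3e-04), a setting chosen after seeing the values in which 0 to 4 of the 50 genes of Figure 3A miss the paper's thresholds. CXCL10 passed with DESeq2 (6.9e-04) and no filter (0.0035) and without IL1β replicate 5, over a range of 6.9e-04 to 0.478. It also passed, chosen after seeing the values, with a replicate term in 9 of the 24 pairings (lowest 0.00331), where 0 to 6 of the 50 genes miss the paper's thresholds, and with untreated replicate 1 and IL1β replicate 5 left out (0.00728), where 1 of the 50 does.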

Other observations

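The tests of other splits in this part were chosen after the results were seen, and the lists and genes were set before, except where a sentence says so.

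CXCR4, a chemokine receptor and target of hypoxia-inducible factor, rose from 98.2 ± 11.7 to 257 ± 24.2 CPM (SD, n = 4 each; log2 fold change 1.39, standard error 0.16, adjusted p = 0.00567 from edgeR's quasi-likelihood test, higher in 4 of 4 IL1β libraries, and 0.00346 to 0.0377 with any 1 library left out). INSIG1, which holds back cholesterol synthesis, rose from 208 ± 61.6 to 634 ± 142 CPM (log2 fold change 1.60, adjusted p = 0.0208, and 0.0506 to 0.092 without untreated replicates 2, 3 or 4 or IL1β replicates 6 or 8). PAX8, a transcription factor of renal epithelium that PAX8-AS1 overlaps on the other strand, rose from 150 ± 48.9 to 422 ± 72.4 CPM (log2 fold change 1.49, adjusted p = 0.0239, and 0.0581 to 0.107 without any untreated replicate but 4 or any IL1β replicate but 5). Each was the gene that rose in its list, with none that fell: 1 of 30 hypoxia-inducible factor targets (camera adjusted p = 0.557), 1 of 28 genes of cholesterol and fatty acid synthesis (0.728) and 1 of 20 renal epithelial markers (0.975). Adjusted over the list alone 1 rose in each, and 1 fell in each of the last 2. The hypoxia-inducible factor targets had a mean of 0.86 in untreated replicate 1 and 0.89 in IL1β replicate 5, relative to the 8 libraries, against -0.45 to -0.20 in the other 6.

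SIGIRR, a negative regulator of IL1 and Toll-like receptors, was at 14.0 ± 3.35 CPM without and 20.1 ± 8.27 CPM with IL1β (log2 fold change 0.53, standard error 0.30, adjusted p = 0.606 from edgeR's quasi-likelihood test). The regulator TOLLIP (0.26, adjusted p = 0.702) and the receptor TLR3 (0.41, adjusted p = 0.728) did not pass either. The reference genes of the real-time PCR, GAPDH (0.23, adjusted p = 0.724) and ACTB (0.32, adjusted p = 0.627), also did not pass.

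None of 29 AP-1 and early response genes passed in edgeR (0 rose, with 11 higher and 3 lower at an unadjusted p under 0.05, and 3 higher and 1 lower in DESeq2), though 4 rose and 1 fell when adjusted over the list alone, and camera gave an adjusted p = 8.5e-04, and adjusted p = 0.344 with an estimated correlation. FOSL2 had a log2 fold change of 0.54 (adjusted p = 0.274, and 0.041 without IL1β replicate 5, where 1 gene of the list rose) and ETS1 of 0.72 (adjusted p = 0.606). Of 37 cell cycle genes 0 passed in edgeR, also over the list alone (1 higher at an unadjusted p under 0.05 and 1 in DESeq2), with a median log2 fold change of -0.11 (camera adjusted p = 0.574, and adjusted p = 0.939 with an estimated correlation) and with TOP2A at -0.25 (adjusted p = 0.967) and MCM7 at 0.13 (adjusted p = 0.973). Camera gave the cell cycle an adjusted p of 3.4e-04 without untreated replicate 1, 0.0498 without IL1β replicate 7 and, in the other direction, 0.0145 without IL1β replicate 5. Of 26 genes of heat shock and unfolded protein response 0 passed in edgeR, also over the list alone (1 higher at an unadjusted p under 0.05 and 0 in DESeq2; camera adjusted p = 0.164, and adjusted p = 0.873 with an estimated correlation), with HSPA5 at 0.16 (adjusted p = 0.977) and HSPA8 at 0.15 (adjusted p = 0.825). Their camera adjusted p was 2.2e-04 to 0.0488 without untreated replicate 1 or IL1β replicates 6, 7 or 8, and 0.0382 without the filter. The mean of this list was 0.87 in untreated replicate 1 and 1.26 in IL1β replicate 5, against -0.60 to -0.09 in the other 6, and without untreated replicate 1 the hypoxia-inducible factor targets had a camera adjusted p of 0.0058 (0.939 with an estimated correlation and all libraries).

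The 13 mitochondrially encoded mRNAs all had a lower mean with IL1β (median log2 fold change -0.28), and 0 passed in edgeR, in DESeq2, over the list alone or at an unadjusted p under 0.05. Camera gave an adjusted p = 0.0132, and adjusted p = 0.545 with an estimated correlation, and 0.373 and 0.113 without untreated replicate 2 or IL1β replicate 8. The most abundant were MT-CO1 (-0.29, adjusted p = 0.715) and MT-CO2 (-0.16, adjusted p = 0.877).

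Of cell type markers, 3 leukocyte genes were measured, among them ITGAX (0.25, adjusted p = 0.763) and CORO1A (0.34, adjusted p = 0.834), and 0 passed in edgeR or DESeq2 (1 higher at an unadjusted p under 0.05). Of 4 endothelial genes, among them EGFL7 (0.59, adjusted p = 0.582) and MMRN2 (-0.54, adjusted p = 0.467), 0 passed in edgeR or DESeq2 (0 at an unadjusted p under 0.05). All 14 fibroblast markers had a lower mean with IL1β (median log2 fold change -1.21), with COL5A1 near 0 and higher in limma-voom and limma-trend, and 0 passed in edgeR or DESeq2 (0 at an unadjusted p under 0.05; camera adjusted p = 0.376, adjusted p = 0.873 with an estimated correlation, and 0.0427 and 0.0289 without untreated replicate 2 or IL1β replicate 6, and 0.0445 in the other direction without untreated replicate 4). The mean of this list was 2.89 in untreated replicate 4, where COL1A1 was at 680.1 CPM and MMP3 at 468 CPM, both chosen after their values were seen. POSTN had a log2 fold change of -0.21 (adjusted p = 0.942).

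Of the interferon genes, chosen after their values were seen, IFNB1 had 0, 6, 1 and 0 counts in untreated replicates 1 to 4 and 0, 9, 8 and 12 in IL1β replicates 5 to 8, IFNL1 had 0, 0, 3 and 0 and 2, 44, 11 and 17, and IFNG had none. IFIT1 was at 6.98 CPM in IL1β replicate 5 and at 203 to 292 CPM in the other IL1β libraries. The mRNA of IL1B, also chosen after its values were seen, was at 69.5, 4.10, 3.32 and 270.1 CPM in untreated replicates 1 to 4 and at 562, 106, 76.9 and 84.2 CPM in IL1β replicates 5 to 8 (log2 fold change 1.26, adjusted p = 0.788 from edgeR's quasi-likelihood test).

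With all 8 libraries taken as independent, the real split gave more called genes than any other split. Its share, 1 of 35 splits, is the smallest that this test can give. The study speaks of pairs, which are not known here, so chance in how the libraries are grouped is not excluded. Exchanges within 4 pairs give 8 arrangements and a share of at least 0.125, too few for such a test. The real split gave 391 genes at the paper's thresholds against at most 255 in another split, 149 genes at an adjusted p under 0.05 against at most 1, and 168 at the Enrichr thresholds against at most 39, so that 1 of the 35 splits, the real one, gave as many. For the 21 lists with a gene that passed this decides nothing, since another split called at most 1 gene over all genes. The split with 255 genes at the nominal thresholds gave 1 gene after adjustment.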
